# Grain-maturing temperature induces seed epi-memory via DNA methylation for subsequent development in rice (*Oryza sativa* L.)

**DOI:** 10.1093/plphys/kiag219

**Published:** 2026-04-21

**Authors:** Chetphilin Suriyasak, Yui Oyama, Ryusuke Kawaguchi, Ryo Matsumoto, Yuta Sawada, Wun-Jin Chen, Hue Thi Nong, Norimitsu Hamaoka, Yushi Ishibashi

## Abstract

High temperature during grain filling diminishes the yield and quality of rice (*Oryza sativa* L.), but whether and how it affects development and agronomic traits in the subsequent plants remain unclear. In this study, we dissected the DNA methylome of seeds that developed under heat stress (heat-treated during development seeds, HDS) or control seeds (CS), and the transcriptomes of the plants derived from these seeds. Our methylome analysis identified 457 differentially methylated regions in HDS, mostly at the promoter regions of protein-coding genes and transposons. Transcriptome analysis detected 2,824 differentially expressed genes (DEGs) between plants grown from HDS or CS. HDS-derived subsequent plants were shorter, produced more tillers, had greater stomatal density, flowered earlier, and exhibited earlier diurnal floret opening than CS-derived plants. We linked DEGs to these phenotypic changes: *OsSLB1* and *OsYODA1* were downregulated, promoting abundant tillering and high stomatal density, respectively; *OsHd1* and *OsAOC1* were upregulated, leading to early flowering and early diurnal floret opening, respectively. In HDS, the *OsSLB1* and *OsYODA1* promoters were hypermethylated, but the *OsHd1* and *OsAOC1* promoters were hypomethylated, relative to CS. Notably, these seed methylation differences remained in their derived subsequent plants. Finally, yield was 9.5% higher for HDS-derived plants than for CS-derived plants when cultivated in the field. Our findings suggest the importance of seed epigenetic memory, mediated by DNA methylation, for the development of preferred agronomic traits.

## Introduction

Recent changes in climate due to global warming are having profound effects on agricultural production, which is essential for food and economic security worldwide. As global temperatures rise, the yields of important crops such as maize (*Zea mays*), soybean (*Glycine max*), and cotton (*Gossypium* sp.) have suffered marked drops as a result of plants experiencing high temperatures; these effects are predicted to worsen before the end of the century, with predicted yield losses of up to 46% (Schlenker and Roberts 2009). One estimate indicates that drought stress and extreme heat stress from 1964 to 2007 led to global declines of 9% to 10% in the production of cereals, including maize, wheat (*Triticum aestivum*), and rice (*Oryza sativa*) (Lesk et al. 2016). As the world population keeps growing, it is crucial to mitigate the effects of high temperatures on crop yields (Schauberger et al. 2016; Shew et al. 2020). Rice, an important crop that feeds about half of the world's population (Seck et al. 2012), is severely affected by heat stress: one study predicts that each 1 °C rise in minimum temperature during the growing season will cause a 10% decline in grain yield (Peng et al. 2004). In *japonica* rice cultivars, air temperatures above 26 °C during the grain-filling stage lead to chalky grains, resulting in lower grain weight and quality (Yamakawa et al. 2007; Hakata et al. 2012). Our previous studies also show that temperature treatment of 30 °C inside the phytotron significantly causes grain chalkiness occurrence (Funaba et al. 2006; Tanaka et al. 2009; Tanamachi et al. 2016; Suriyasak et al. 2017, 2025). Although many studies have explored the effects of heat stress on yield and quality in rice, whether and how heat stress during the grain-filling stage affects the growth and development of plants derived from these heat-exposed seeds is not yet well understood.

In many plant species, responses to environmental changes are transferred from a plant to its progeny (Whittle et al. 2009; Wang et al. 2016). For example, *Arabidopsis* (*Arabidopsis thaliana*) plants germinated from seeds collected from plants subjected to repeated heat stress treatment produce more flowers and seeds under high-temperature conditions (Whittle et al. 2009) and have an altered flowering time (Groot et al. 2017). This so-called epigenetic memory or transgenerational memory has been reported in dicot and monocot species, including *Arabidopsis* (Whittle et al. 2009), peanut (*Arachis hypogaea*) (Racette et al. 2020), wheat (Wang et al. 2016), and rice (Zheng et al. 2017), when exposed to various abiotic stresses, representing a mechanism that promotes the development and acclimation of the progeny in response to these stressful conditions (He and Li 2018; Perrella et al. 2022). Epigenetic marks such as histone modifications and DNA methylation help transfer this memory from the parents to their progeny (Kou et al. 2011; Zheng et al. 2017; Liu et al. 2019).

DNA methylation is responsible for the long-term stress memory that shapes development and environmental responses via transcriptional regulation (Crisp et al. 2016; Lang et al. 2017). In plants, DNA methylation of cytosines occurs in 3 contexts, namely CG, CHG, and CHH (H stands for A, T, or C), to modulate gene expression and suppress transposable element (TE) activity (Law and Jacobsen 2010; Xu et al. 2020). When rice is exposed to drought stress over several generations, DNA methylation patterns change in a nonrandom manner between accumulative generations to promote subsequent development and stress tolerance (Zheng et al. 2017). In our previous studies, we demonstrated that heat stress during grain-filling alters DNA methylation levels at the promoters of germination-related genes in mature seeds, leading to transcriptional changes that delay or promote subsequent germination in rice and barley (*Hordeum vulgare*), respectively (Suriyasak et al. 2020; Sakai et al. 2022). Similarly, changes in DNA methylation in seeds at the promoters of starch metabolism genes in response to heat stress during grain-filling affect the transcriptional output of these genes, resulting in an effective acquired thermotolerance for heat-exposed seeds and leading to better grain quality of the subsequent plants (Suriyasak et al. 2025). These findings underscore the importance of DNA methylation in seeds for shaping transcription during seed germination and plant development, which might influence the subsequent growth and modulate agronomic traits. Therefore, this study aimed to explore how heat stress during grain-filling alters the global methylome landscape in seeds and how these changes regulate subsequent development in rice, which might offer a promising and sustainable means for improving rice production in the face of worsening global warming.

## Results

### Alterations of the DNA methylation landscape in seeds developed under heat stress during grain filling

We grew plants from the rice cultivar “Nipponbare” under natural conditions until ovule fertilization before dividing the plants into 2 sets. We exposed each set to a different temperature regime: either control (25 °C) or heat (30 °C), at the grain-filling stage until they were fully mature. We harvested the resulting seeds, which we designated CS for control seeds and heat-treated during development seeds (HDS) for heat-treated developed seeds (Figure S1a). To determine how heat stress during grain-filling affects DNA methylation in matured seeds, we identified all methylated cytosines at single-base resolution by whole-genome bisulfite sequencing (WGBS) to generate global methylome landscapes for CS and HDS. Analysis of the WGBS data showed methylation of 56.6% of cytosines in the CG context, 27.0% in the CHG context, and 14.1% in the CHH context in CS. In HDS, 1% to 1.5% more cytosines were methylated compared with CS across all cytosine contexts, reaching 57.8% (CG), 28.5% (CHG), and 15.5% (CHH) (Table S1). The average methylation levels of cytosines were plotted in 1-Mb windows for each of the 3 methylation contexts along all chromosomes (Fig. 1a). We then searched for differentially methylated regions (DMRs) in HDS relative to CS, leading to 457 DMRs, with 270 being hypermethylated and 187 hypomethylated (Fig. 1b). These DMRs in all methylation contexts were mostly present within the promoter regions of protein-coding genes upstream of transcription start sites (TSSs) and in TEs (Fig. 1c). Retrotransposons were the most frequent TE type to which DMRs mapped (Figure S2). A gene ontology (GO) term analysis revealed that the total DMRs detected in seeds map to genes involved in redox responses, including hydrogen peroxide catabolism, reactive oxygen species (ROS) metabolism, responses to oxidative stress, and antioxidant activity (Fig. 1d). These results suggest that heat stress during grain-filling alters global DNA methylation levels in seeds.

**Figure 1:**
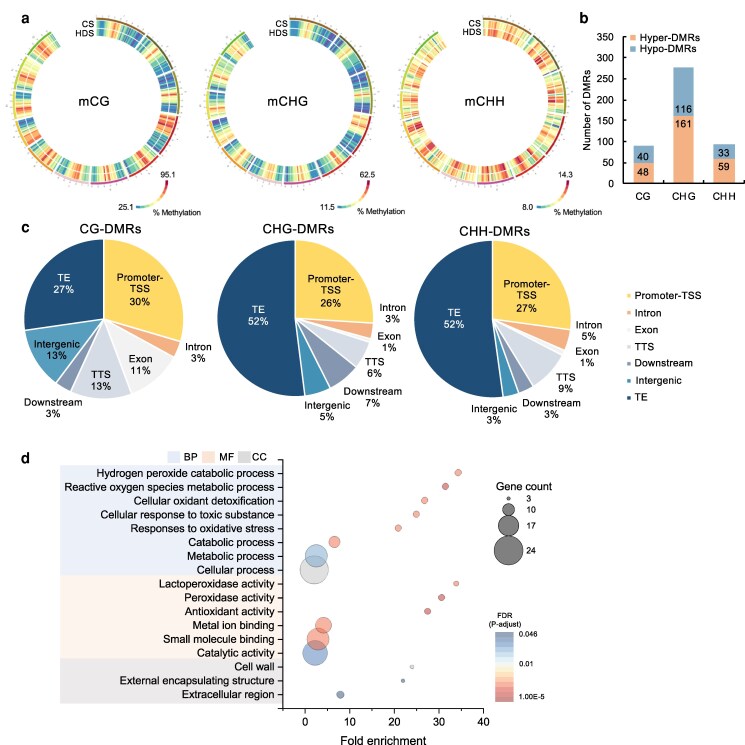
The global methylome landscape of seeds that were heat-treated during grain-filling differs from that of CS. (a) Circos plots showing the average total methylation levels in each methylation context (CG, CHG, CHH) in 1-Mb nonoverlapping windows in CS and heat-treated during development seeds (HDS). (b) Number of hyperdifferentially methylated regions (hyper-DMRs) and hypo-DMRs in HDS relative to CS (Total DMR = 457; hyper-DMR = 268, hypo-DMR = 189) and (c) distribution of DMRs in different annotated genomic regions in each methylation context. TE, transposable element; TSS, transcription start site; TTS, transcription termination site. (d) Enriched GO terms among all identified seed DMRs in HDS compared with CS (BP, biological process; MF, molecular function; CC, cellular component; FDR, false discovery rate).

### Heat stress during grain-filling induces transcriptional changes during subsequent plant development

We performed a transcriptome deep sequencing (RNA-seq) analysis of fully developed leaves, collected at the vegetative stage at 55 d after sowing (DAS) from plants derived from CS and HDS grown under natural conditions (Figure S1b). 

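Leaf RNA from 2 biological replicates of CS plants and 2 of HDS plants was sequenced, the seeds having matured at 25 °C (CS) or 30 °C (HDS) and the leaves having been taken at 55 DAS. The paper names a NEBNext Ultra II Directional kit for the libraries, whereas the sample labels name a TruSeq Stranded mRNA LT kit. The authors estimated with RSEM how many reads belonged to each gene of the IRGSP annotation and deposited these expected counts without normalization. RSEM divides a read that fits several genes among them, so an expected count that is not whole shows that a gene shared reads with another gene. The expected counts summed to 15444235 and 17214538 in CS replicates 1 and 2, and to 17298384 and 16605260 in HDS replicates 1 and 2. Of the 37858 genes listed, 29698 had at least 1 count in some library, and 22184 had enough counts to be kept by edgeR's filterByExpr function. The counts were rounded to whole numbers, scaled by edgeR's TMM method and compared between HDS and CS plants with edgeR's exactTest function on all genes with at least 1 count, as the study's criteria state no filter. A quasi-likelihood test of edgeR on the genes kept by filterByExpr, with Benjamini-Hochberg adjustment, was used beside it. With 2 replicates per treatment, 1 library can decide a gene's value, and genes with few counts are measured with little precision.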

For clarity and brevity, the plants derived from those seeds are referred to hereafter as CS or HDS plants. 

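With the study's criteria, an unadjusted P under 0.05 in edgeR's exactTest and a log2 fold change of at least 0.37 in either direction, 2340 genes differed in leaves between HDS and CS plants. Of these, 1242 were higher and 1098 were lower in HDS plants. The median absolute log2 fold change of these genes was 1.16. Of all genes kept by filterByExpr, whether or not they met the criteria, 40.5% had both HDS libraries above or below both CS libraries. Chance alone gives 33.3%, averaged over the possible divisions of the 4 libraries into pairs. Genes are not independent, so a single division can lie above this average by chance. The shares of the other divisions were not computed. Adjusting the P-values by Benjamini-Hochberg changed the count of 2340 genes by the largest factor among the alternatives, leaving 707 genes, 377 higher and 330 lower. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 155 genes had an adjusted P under 0.05, of which 55 were higher and 100 were lower in HDS plants. All 155 had also passed the study's criteria in the same direction. The adjusted count was largest, at 724 genes, when the exact test replaced the quasi-likelihood test. The gene with the smallest quasi-likelihood P among those lower in HDS plants was Os01g0597600 on chromosome 1, with 967 and 1069 counts in the CS libraries and 41 and 43 in the HDS libraries. Its log2 fold change was -4.72 (standard error 0.09, adjusted P = 0.00218 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the genes higher in HDS plants it was Os12g0491800 on chromosome 12, which rose from 29 and 20 counts to 938 and 744. Its log2 fold change was 4.96 (standard error 0.38, adjusted P = 0.00474 by the same edgeR test). Gene names were not used for these identifiers.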

We identified 2,848 significant differentially expressed genes (DEGs) in the leaves of HDS plants compared with those of CS plants, with 1,510 upregulated and 1,338 downregulated genes (Fig. 2a). A GO term analysis of these DEGs indicated that the downregulated DEGs are involved in many processes, including photosynthesis, being associated with the terms “light reaction” and “photosystem II,” in addition to the term “nucleic acid metabolism” (Fig. 2b). Upregulated DEGs showed an enrichment for the terms “response to phytohormones” and “response to water deprivation,” as well as redox-related GO terms including “hydrogen peroxide catabolism,” “detoxification,” and “antioxidant activity” (Fig. 2c). Notably, the GO term “response to abiotic stimulus” was shared by downregulated and upregulated DEGs. These results suggest that HDS plants show significant differences in transcript levels during plant development compared with CS plants, even when grown under the same growth conditions devoid of heat stress.

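Across the genes kept by filterByExpr, the log2 CPM of the HDS libraries were closer to each other (Pearson's r = 0.979, across genes) than those of the CS libraries were (r = 0.959). CS replicate 2 was closer to HDS replicate 2 (r = 0.965) than to CS replicate 1. Genes are not independent replicates, so these values describe the libraries only. The first principal component held 54.7% of the variance and placed both HDS libraries on one side and both CS libraries on the other, with CS replicate 1 the farthest out. The second, with 29.2%, parted the CS libraries from each other. The biological coefficient of variation, edgeR's measure of the spread between replicates, was 0.251 between the CS libraries and 0.139 between the HDS libraries. When the 4 libraries were divided into pairs in the other 2 possible ways, 359 and 479 genes met the study's criteria in the exact test, and 21 and 7 did so with adjusted P-values. By the quasi-likelihood test 0 genes had an adjusted P under 0.05 in either. Each of these counts is below that of the same test in the comparison of HDS with CS plants. In these other divisions any difference between HDS and CS plants adds to the spread within each pair, which lowers the number of genes found. With 3 possible divisions in all, this comparison cannot reach a share below 33.3%. From the differentially expressed genes it reports and their GO terms, the paper proposes that transcript levels of HDS plants differ from those of CS plants during development, although both grew without heat stress.

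**Figure D1:**
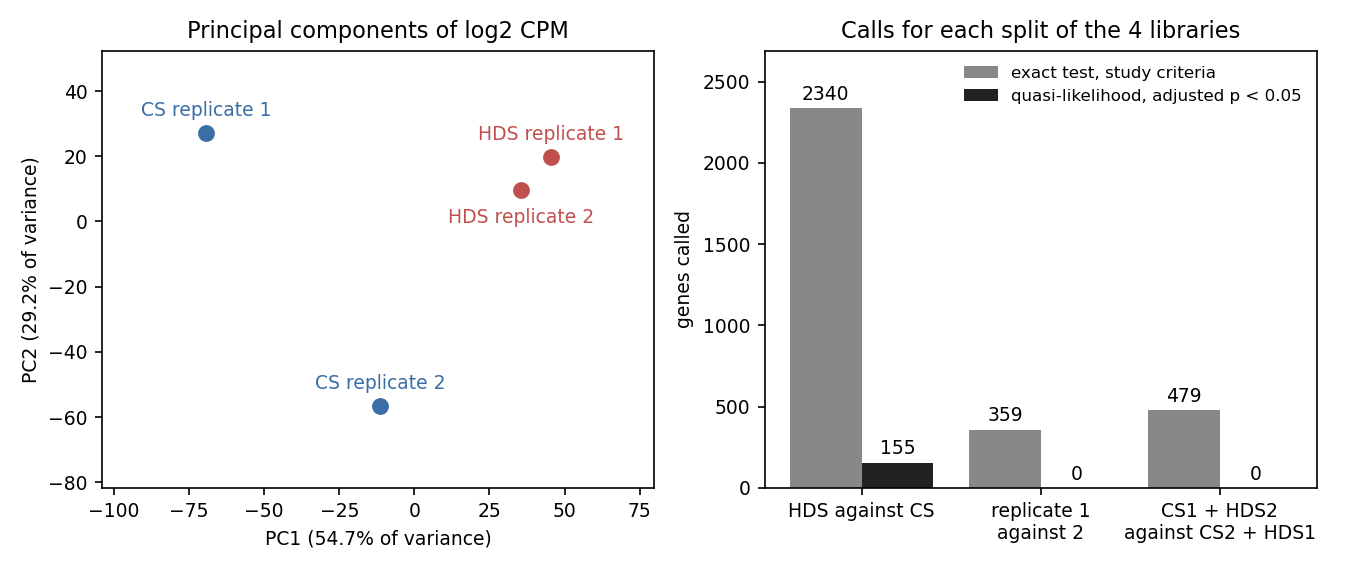
Left, the first and second principal components of the TMM-scaled log2 CPM of the 22184 genes, with 1 point per library (blue, CS plants; red, HDS plants). Right, the number of genes that met the study's criteria in the exact test (grey) and that had an adjusted P under 0.05 in the quasi-likelihood test (black) for each of the 3 ways to divide the 4 libraries into pairs, with HDS against CS plants at the left.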

**Figure 2:**
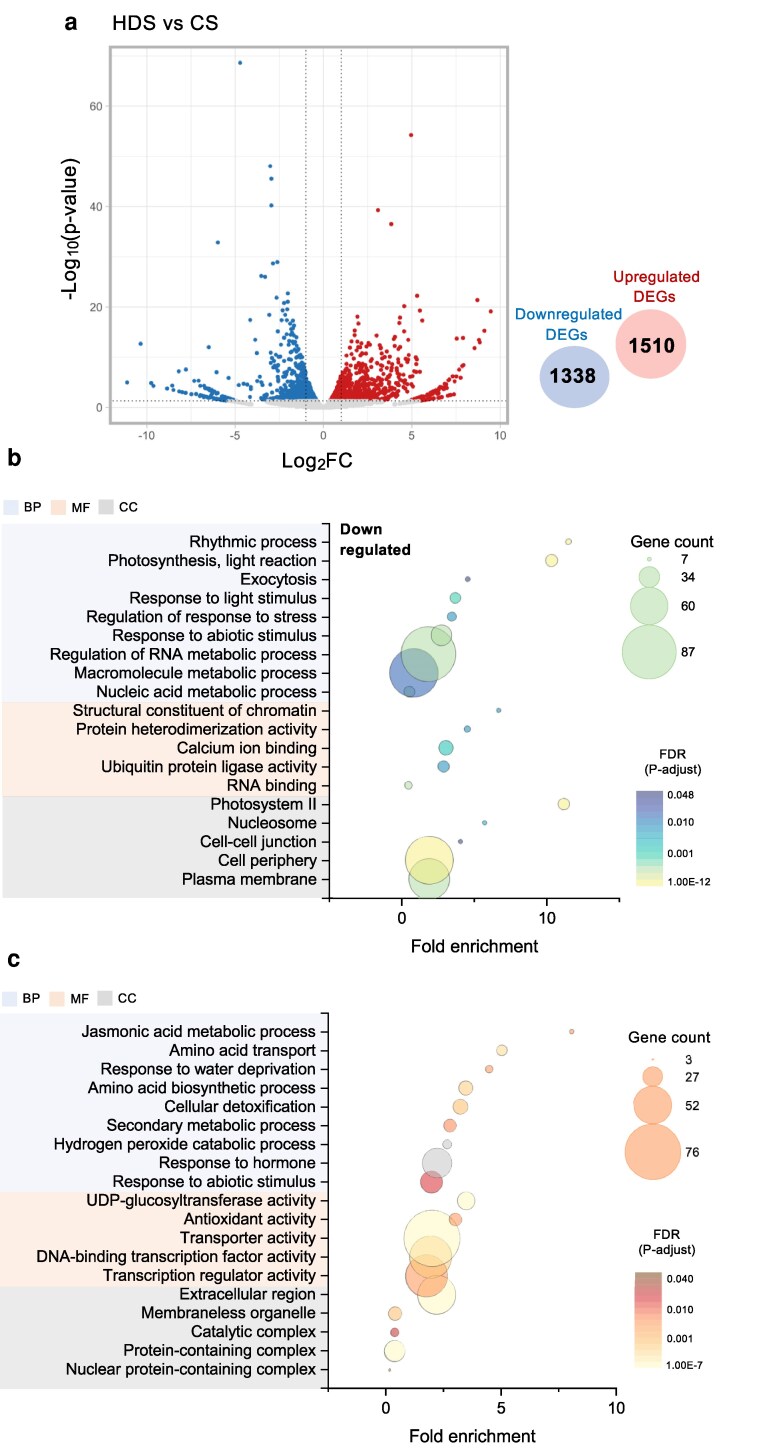
Plants derived from HDS and CS show transcriptional differences under the same growing natural condition. (a) Volcano plot of DEGs identified from RNA-seq in developing leaves during vegetative stages of plants grown from HDS relative to those in plants grown from CS under natural conditions (CS, control seeds; HDS, heat-developed seeds). Enriched GO terms among (b) downregulated DEGs and (c) upregulated DEGs (BP, biological process; MF, molecular function; CC, cellular components; FDR, false discovery rate).

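The log2 fold changes of the 2340 genes ran from -11.12 to 9.47. In 381 of these genes both libraries of a treatment had 3 counts or fewer, 264 of them being low in CS plants and 117 in HDS plants. For such genes the fitted fold change depends on the small prior count that edgeR adds and does not measure how large the difference was. The lowest value belonged to a gene with 486 expected counts in CS replicate 1 and 0 in each of the other 3 libraries. A single library therefore decided it (P = 0.00163 by edgeR's exact test, adjusted P = 0.0648 with Benjamini-Hochberg adjustment). Its count of 486.03 there and the 3801.97 of a neighbouring gene sum to 4288, a whole number, as divided reads would give. A division of reads and a difference in that plant cannot be told apart. Among the 20 genes with the largest absolute log2 fold changes, 9 had more than 3 counts in only 1 library, and 17 had expected counts that were not whole. No library had more than 20 counts for 312 of the 2340 genes.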

### Heat stress during grain-filling promotes tillering and early heading in the subsequent plants

We looked for DEGs with known roles in shaping agronomic traits. Here, *STRIGOLACTONE BIOSYNTHESIS1* (*OsSLB1*), an ortholog of *Arabidopsis MORE AXILLARY GROWTH1* (*MAX1*) that controls shoot lateral branching (Cardoso et al. 2014), was of particular interest due to its role in suppressing tillering while inducing plant height in rice (Wang and Li 2011). 

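The transcripts of OsSLB1 (Os01g0700900, chromosome 1) were near the limit of what these libraries could measure, with 4 and 5 counts in the CS libraries and 0 in both HDS libraries. This is 0.281 ± 0.0103 CPM (SD, n = 2) in CS plants. At this depth, 0 counts allow up to 3 counts, or 0.173 CPM when allowed in each HDS library. Against the CS mean as measured, the level in HDS plants was then at least 1.62-fold lower. With 3 counts allowed over both HDS libraries together, it was at least 3.26-fold lower. Both bounds leave out the counting error of the 9 counts in CS plants, so the true difference could be smaller. The log2 fold change of -5.27 fitted by edgeR's exactTest had P = 0.0157 in this exact test, and an adjusted P of 0.333 over all genes tested (edgeR, Benjamini-Hochberg). Of the 10 genes listed in Fig. 3a, 1 had an unadjusted P under 0.05 and 0 had an adjusted P under 0.05, over all genes tested or adjusted over the list alone. The fitted value depends on edgeR's prior count and was -2.51 with a prior count of 1. An exact binomial test (two-sided) of the 9 counts in CS plants against 0 in HDS plants gave P = 0.00133, which compares the reads of these libraries and leaves out the spread between plants. With DESeq2, P was 0.0962 for OsSLB1, above the study's limit, and filterByExpr did not keep the gene. Without that filter, it met the study's criteria in edgeR's quasi-likelihood test, with an adjusted P of 0.524. The other 9 genes that regulate tillering, namely OsTAD1, OsMOC1, OsMADS57, OsLAX2, OsD10, OsD14, OsD27, OsD53 and OsIPA1, had log2 fold changes between -0.27 and 0.72, and 0 of them met the study's criteria. The smallest P among these, 0.0736 by edgeR's exact test, was that of OsD53 (Os11g0104300), with 306 and 593 expected counts in the CS libraries and 648 and 702 in the HDS libraries. Its counts were not whole, so some of its reads were shared with another gene. Its log2 fold change of 0.50 (standard error 0.37) was 0.18 without CS replicate 1 and 0.87 without CS replicate 2. OsMOC1 had between 2 and 8 counts per library, and its value of 0.72 was 1.63 without CS replicate 1 and 0.10 without CS replicate 2. That of OsD14, the lowest of the 9, was -0.03 without CS replicate 1 and -0.50 without CS replicate 2.

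**Figure D2:**
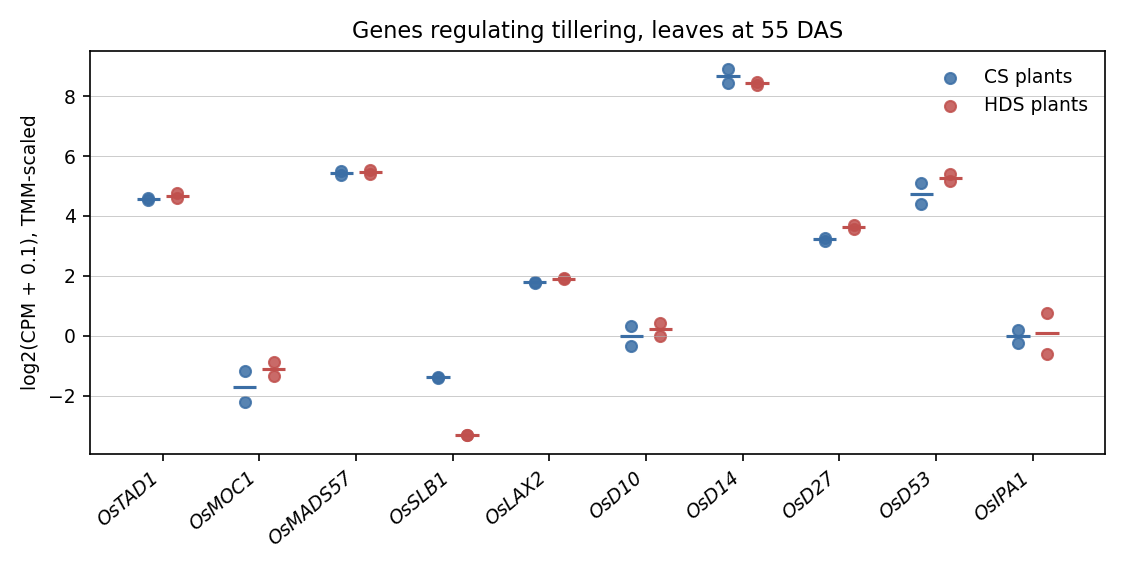
TMM-scaled CPM, as log2(CPM + 0.1), of the 10 genes of Fig. 3a in each of the 4 leaf libraries (blue, CS plants; red, HDS plants). Each point is 1 library and each bar the mean of 2. OsSLB1 lies at 0 CPM in both HDS libraries. For 3 of the other 9 genes, OsLAX2, OsD27 and OsD53, the points of the groups do not overlap. On average over divisions of the libraries, chance gives this for 33.3% of genes.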

*OsSLB1* was among the downregulated DEGs and its expression was significantly lower in HDS plants, which other tillering-regulated genes were not differentially expressed (Fig. 3a). An observation of phenotypes in CS and HDS plants confirmed that HDS plants develop more tillers with reduced height compared with CS plants (Fig. 3c and d;  Figure S3a and b). Since strigolactone is biosynthesized mainly in roots and moves acropetally to shoots, where it suppresses tillering while inducing stem growth (Wang and Li 2011; Hussien et al. 2014; Liu et al. 2020), we confirmed the expression levels of *OsSLB1* via reverse-transcription quantitative PCR (RT-qPCR) in leaves and roots at tillering stage. *OsSLB1* expression was significantly lower by about 25% and 90% in leaves and roots, respectively, of HDS plants compared with that in CS plants (Fig. 3e), suggesting a role in enhancing tillering in HDS plants.

**Figure 3:**
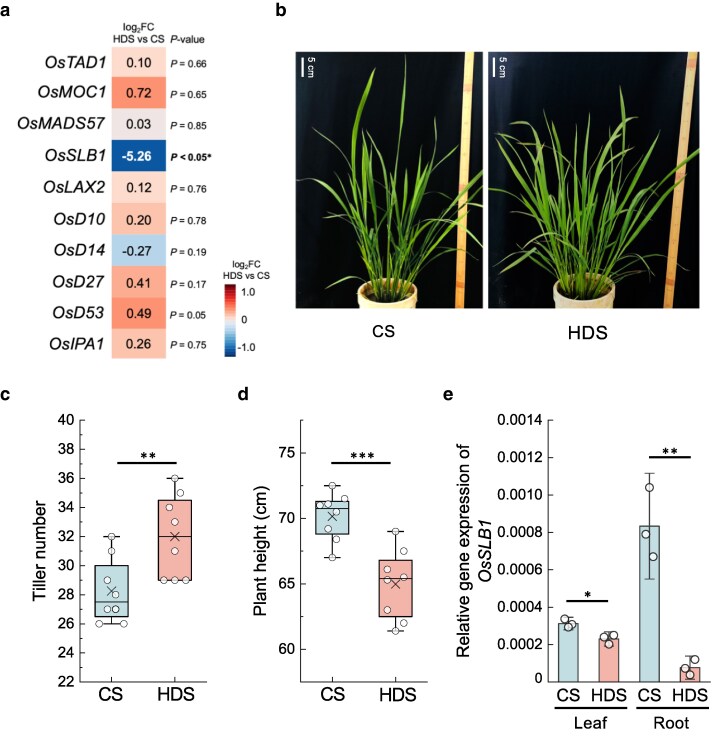
Subsequent plants derived from HDS develop higher tillering phenotype. (a) Heatmap representation of expression for genes regulating tillering (*OsTAD1*, Os03g0123300; *OsMOC1*, Os06g0610350; *OsMADS57*, Os02g0731200; *OsSLB1*, Os01g0700900; *OsLAX2*, Os04g0396500; *OsD10*, Os01g0746400; *OsD14*, Os03g0203200; *OsD27*, Os11g0587000; *OsD53*, Os11g0104300; *OsIPA1*, Os08g0509600). Values are based on RNA-seq data. (b) Representative photographs of plants derived from HDS and CS at tillering stage under natural conditions (CS, control seeds; HDS, heat-developed seeds). (c) Tiller number and (d) plant height (*n* = 8) of CS and HDS plants at the tillering stage. In boxplots, the upper and lower bounds represent the 75th and 25th percentiles, respectively. The medians are shown as lines within the box, with the cross marks representing the averages. Whiskers represent SD values. (e) Relative *OsSLB1* expression levels via RT-qPCR in leaves and roots of CS and HDS plants at the tillering stage (*n* = 3) in 2019. Error bars represent SD values. Asterisks indicate significant differences, as determined by Student's *t*-test (*, *P* < 0.05; **, *P* < 0.01; and ***, *P* < 0.001; N.S., not significant).

Aside from *OsSLB1* related to tillering, we also noticed *Heading date1* (*OsHd1*), an ortholog of *Arabidopsis CONSTANS* that plays an important role in flowering time regulation (Hayama et al. 2003; Ishikawa et al. 2011; Nemoto et al. 2016) among the upregulated DEGs. *OsHd1* was the only heading-regulated gene whose expression was significantly higher in the leaves of HDS plants than in those of CS plants (Fig. 4a), suggesting a possible role in heading timing in HDS plants. 

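OsHd1 (Os06g0275000, chromosome 6) had 115 and 168 expected counts in the CS libraries and 262 and 233 in the HDS libraries. This is 8.78 ± 1.28 CPM (SD, n = 2) in CS plants and 14.2 ± 0.568 CPM (SD, n = 2) in HDS plants. Both HDS libraries lay above both CS libraries. The log2 fold change was 0.70 (standard error 0.15), with P = 0.0125 by edgeR's exact test. The adjusted P was 0.284 over all genes tested (edgeR, Benjamini-Hochberg). Of the 10 genes listed in Fig. 4a, 1 had an unadjusted P under 0.05 and 0 had an adjusted P under 0.05, over all genes tested or adjusted over the list alone. By edgeR's quasi-likelihood test the adjusted P was 0.309. With each library left out in turn, the log2 fold change stayed between 0.55 and 0.83. The expected counts of OsHd1 were not whole, which shows that part of its reads also fitted another gene. The other 9 genes that regulate heading had log2 fold changes between -0.47 (OsRFT1) and 0.59 (OsHd3a), and 0 of them met the study's criteria. Their smallest P, 0.0987 by edgeR's exact test, was that of OsDTH7, whose log2 fold change was -0.31 (standard error 0.14). OsHd3a had 11 and 29 counts in the CS libraries and 34 and 30 in the HDS libraries, and its log2 fold change was 1.26 without CS replicate 2 and 0.14 without CS replicate 1. OsGhd7 had 3 and 19 counts in the CS libraries and 11 and 12 in the HDS libraries, so its CS replicates differed more than the treatments did. The value of OsRFT1 lay between -1.03 and -0.08 with each library left out in turn. From the higher level of OsHd1 in HDS plants, the paper proposes a role of this gene in the timing of heading.

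**Figure D3:**
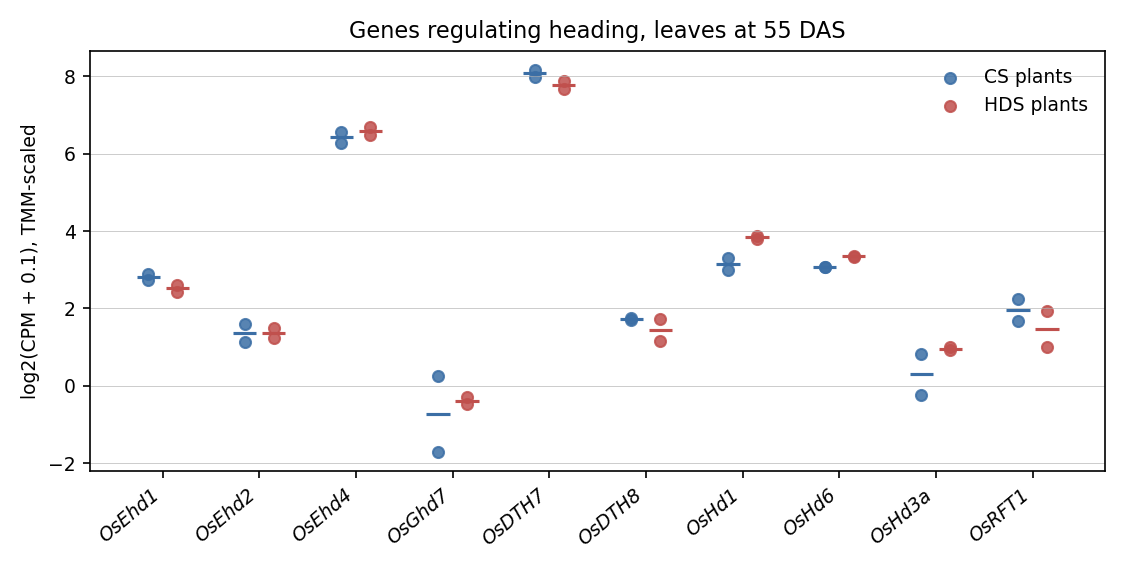
TMM-scaled CPM, as log2(CPM + 0.1), of the 10 genes of Fig. 4a in each of the 4 leaf libraries (blue, CS plants; red, HDS plants). Each point is 1 library and each bar the mean of 2. OsHd1 lies between 7.87 and 9.69 CPM in CS plants and between 13.8 and 14.6 CPM in HDS plants.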

In agreement with the *OsHd1* expression pattern, HDS plants reached the heading stage about 2 d earlier than CS plants when grown under the same normal growth conditions (natural short-day [SD] condition), a difference that was significant (Fig. 4b and c). We validated the higher expression levels of *OsHd1* in the leaves of HDS plants via RT-qPCR, detecting a 44% higher expression for *OsHd1* in HDS than in CS plants (Fig. 4d). We also detected upregulation of the downstream OsHd1 target gene *OsHd3a*, an ortholog of *Arabidopsis FLOWERING LOCUS T* (*FT*) (Fig. 4e). In addition, as OsHd1 induces heading under SD conditions but represses heading under long-day (LD) conditions (Ishikawa et al. 2011; Liu et al. 2014; Nemoto et al. 2016), we tested the heading behavior of CS and HDS plants when grown under LD conditions. Exposing seeds to heat stress during their grain-filling stage significantly delayed heading of the subsequent plants by over 1 d; *OsHd1* expression remained significantly higher in HDS plants relative to CS plants when grown under LD conditions (Figure S4a to c).

**Figure 4:**
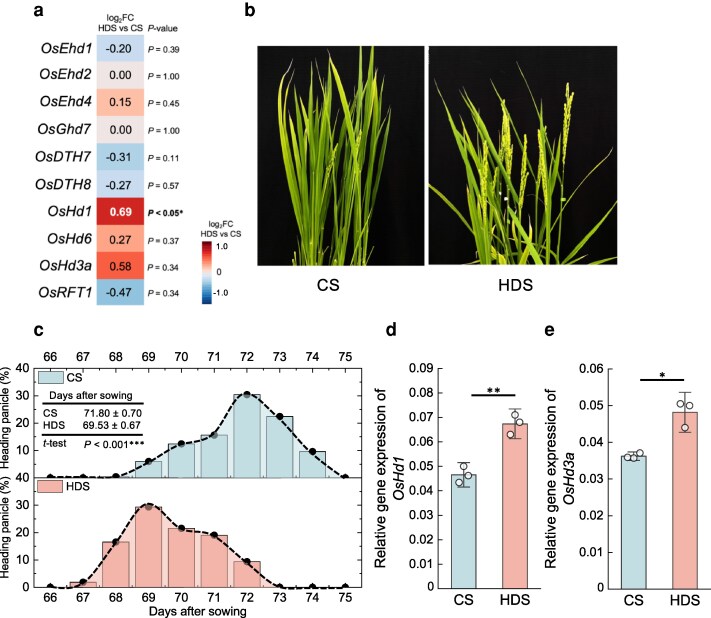
Subsequent plants derived from HDS show early heading phenotype. (a) Heatmap representation of expression for genes regulating heading (*OsEhd1*, Os10g0463400; *OsEhd2*, Os10g0419200, *OsEhd4*, Os03g0112700; *OsGhd7*, Os07g0261200; *OsDTH7*, Os07g0695100; *OsDTH8*, Os08g0174500; *OsHd1*, Os06g0275000; *OsHd6*, Os03g0762000; *OsHd3a*, Os06g0157700; *OsRFT1*, Os06g0157500). Values are based on RNA-seq data. (b) Heading phenotype and (c) distribution of panicle heading on each date for CS and HDS plants (CS = 250 plants, HDS = 320 plants) observed in 2020 (CS, control seeds; HDS, heat-developed seeds). The average heading dates ± standard deviation of all pots (CS = 25 pots, HDS = 32 pots) are shown on top. (d) Relative *OsHd1* and (e) *OsHd3a* expression levels via RT-qPCR in the leaves of plants derived from CS and HDS at 55 DAS (*n* = 3). Values are means ± SD. Asterisks indicate significant differences, as determined by Student's *t*-test (*P < 0.05; **P < 0.01; and ***P < 0.001).

### Heat stress during grain-filling raises stomatal density and promotes early floret opening in the subsequent plants

HDS plants exhibited phenotypic changes including greater tillering and early heading, which were reflected by the differential expression of several genes in leaves during the vegetative stage. We also observed other phenotypic changes, as HDS plants had a significantly greater stomatal density on the epidermis of their leaves compared with that of CS plants (Fig. 5a and b). The higher stomatal density was associated with a higher photosynthetic rate, greater stomatal conductance, and a higher transpiration rate in HDS plants (Fig. 5c to e). Biomass accumulation also improved, as HDS seedlings produced 41% more biomass than their CS counterparts when grown under ambient CO_2_ levels (400 ppm), reaching 67% more biomass under elevated CO_2_ conditions (800 ppm) (Figure S5a and b). In addition, leaves of HDS plants were cooler, indicative of higher transpiration, than CS plants when exposed to 35 °C heat stress (Figure S6). Since the RNA-seq analysis was based on mature leaves, we turned to RT-qPCR to assess the expression levels of genes related to stomatal development in developing young HDS and CS seedlings (Fig. 5f;  Figure S7a to i). The expression of *OsYODA1*, encoding a mitogen-activated protein kinase kinase kinase, a negative regulator of the stomatal lineage and stomata differentiation (Bertoni 2009; Abrash et al. 2018), was 60% lower in HDS seedlings relative to that in CS seedlings (Fig. 5f and g). Expression levels of the downstream genes of OsYODA1, *SPEECHLESS1* (*OsSPCH1*), and *SHOOTROOT2* (*OsSHR2*) were higher in HDS seedlings (Fig. 5f), which may help to explain the higher stomatal density phenotype of HDS plants.

**Figure 5:**
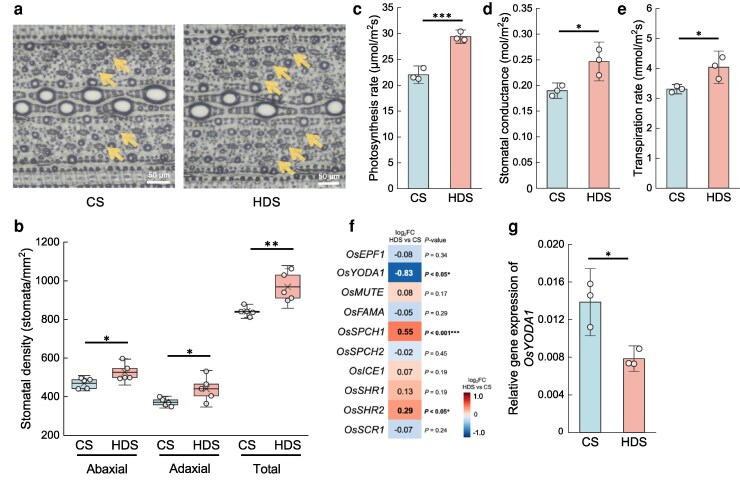
Subsequent plants derived from HDS have a higher stomatal density and higher photosynthetic performances. (a) Imprints of stomata from the abaxial surface of leaves from CS and HDS plants (CS, control seeds; HDS, heat-developed seeds). Arrows indicate stomata. (b) Stomatal density on the leaves of CS and HDS plants (*n* = 5) observed in 2022. (c) Photosynthetic rates; (d) stomatal conductance and (e) transpiration rates of measured in CS and HDS leaves at 62 DAS observed in 2022 (*n* = 3). In boxplots, the upper and lower bounds represent the 75th and 25th percentiles, respectively. The medians are shown as lines within the box, with the cross marks representing the averages. Whiskers represent SD values. (f) Heatmap representation of expression levels for genes related to stomatal development and (g) *OsYODA1*, in developing seedlings (*n* = 3) as determined by RT-qPCR. Error bars represent SD values. Asterisks indicate significant differences, as determined by Student's *t*-test (*P < 0.05; **P < 0.01; and ***P < 0.001).

We also determined that, in addition to early heading, the florets of HDS plants opened significantly earlier during the day than those of CS plants. Indeed, the florets of HDS plants started to open with lodicule expansion around 10:00 AM and reached a peak in opening around 11:00 to 12:00, or about 1 h earlier than those of CS plants (Fig. 6a to c). We checked the transcript levels of genes involved in the jasmonic acid (JA) signaling pathway, which has been proposed to play important roles in diurnal floret opening in rice, (Gou et al. 2024; Wang et al. 2024) using RT-qPCR in CS and HDS lodicules (Fig. 6d;  Figure S8a to i). *ALLENE OXIDE CYCLASE1* (*OsAOC1*), encoding an enzyme catalyzing the formation of the JA precursor 2-oxo-phytodienoic acid, was significantly upregulated in HDS lodicules, as were the downstream biosynthesis and signaling genes *12-OXOPHYTODIENOATE REDUCTASE7* (*OsOPR7*), *JASMONYL-L-ISOLEUCINE SYNTHASE1* (*OsJAR1*), *OsMYB8*, *OsMYC2*, and *CORONATINE INSENSITIVE 1a* (*OsCOI1a*) (Fig. 6d and e). Together, these results suggest that heat stress during grain-filling significantly alters the transcript levels of several genes, leading to phenotypic changes including greater tillering, higher stomatal density, early heading, and early diurnal floret opening in HDS plants. Importantly, we confirmed all these phenotypic changes in other experimental years (Figure S9a to i).

**Figure 6:**
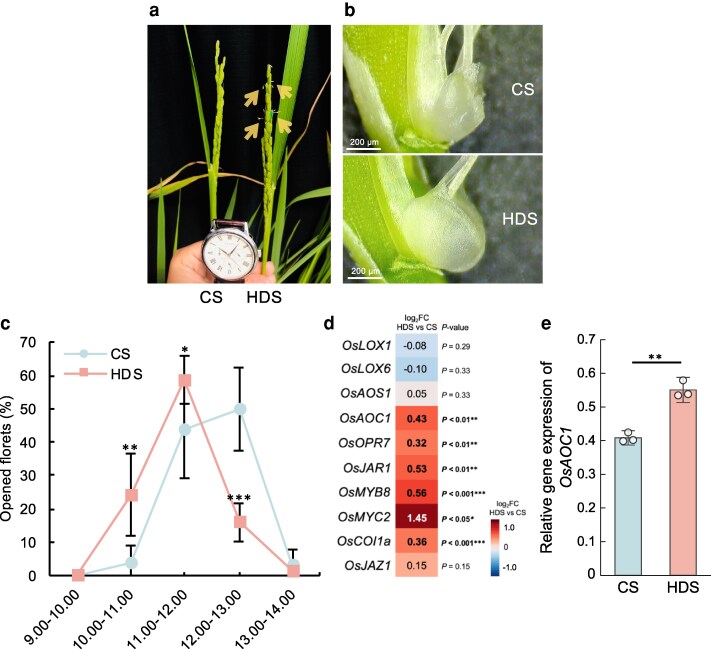
Subsequent plants derived from HDS show an early diurnal floret opening phenotype. (a) Representative photographs (arrows indicate open florets) and (b) lodicules of CS and HDS plants during floret opening (CS, control seeds; HDS, heat-developed seeds). (c) Distribution of open florets at different time points during the daytime (*n* = 6) observed in 2018. (d) Heatmap representation of expression levels for genes related to JA biosynthesis and signaling and (e) *OsAOC1* expression in CS and HDS lodicules at 10:00 AM (*n* = 3), as determined by RT-qPCR analysis. Error bars represent SD values. Asterisks indicate significant differences, as determined by Student's *t*-test (*P < 0.05; **P < 0.01; and ***P < 0.001).

### Alterations of DNA methylation levels in heat-developed seeds remain in developing organs of the subsequent plants

Our previous studies have shown that alterations of seed DNA methylation in response to heat stress during grain-filling affect transcript changes in the subsequent development (Suriyasak et al. 2020, 2025; Sakai et al. 2022). Here, to elucidate the roles of seed DNA methylation on subsequent development via regulating the target genes listed above, we performed methylated DNA immunoprecipitation quantitative PCR (MeDIP-qPCR) to assess the loci-specific quantitative methylation levels of the *OsSLB1*, *OsYODA1*, *OsHd1*, and *OsAOC1* promoters in harvested seeds and in developing organs of CS and HDS plants. The *OsSLB1* and *OsYODA1* promoter regions were significantly more methylated in HDS relative to CS (Fig. 7a and b). Importantly, these promoters remained more methylated in developing HDS roots (*OsSLB1*) and seedlings (*OsYODA1*) (Fig. 7e and f); both genes were downregulated in each organ of HDS plants (Figs. 3e and 5g). By contrast, the *OsHd1* and *OsAOC1* promoter regions were significantly less methylated in HDS than in CS (Fig. 7c and d), as well as in leaves and in lodicules of HDS plants (Fig. 7g and h); both genes were upregulated in each organ of HDS plants (Figs. 4d and 6e). Therefore, the DNA methylation status of the *OsSLB1*, *OsYODA1*, *OsHd1*, and *OsAOC1* promoter regions observed in HDS is maintained in developing organs of HDS plants, which may regulate transcript levels and lead to the developmental changes observed in HDS plants.

**Figure 7:**
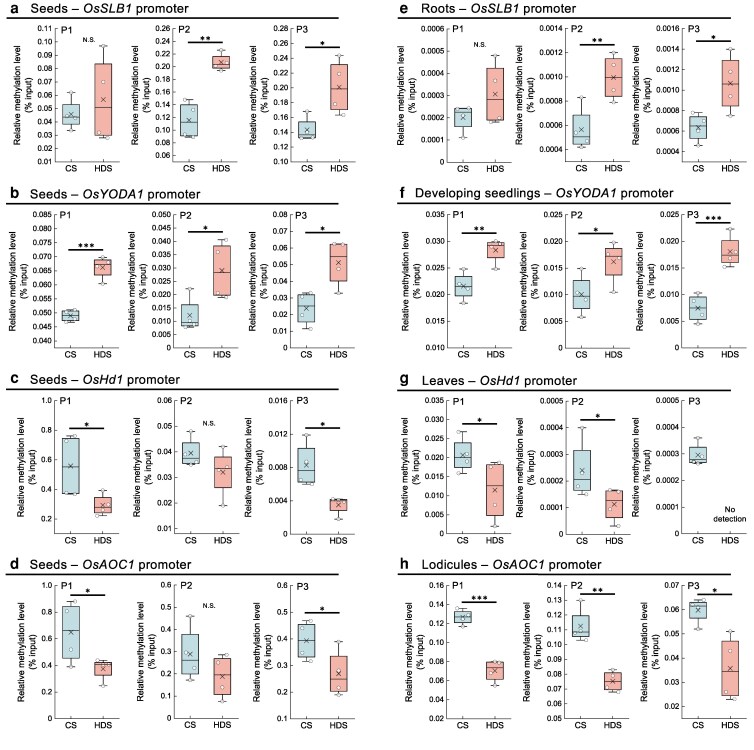
Relative methylation levels in CS and HDS at the promoters of genes related to the observed phenotypic changes are retained in progeny plants. Relative methylation levels at the promoter regions of (a) *OsSLB1*, (b), *OsYODA1*, (c), *OsHd1*, and (d) *OsAOC1* in CS and HDS (CS, control seeds; HDS, heat-developed seeds). (e) Relative methylation levels at the *OsSLB1* promoter regions in roots at the tillering stage. (f) Relative methylation levels at the *OsYODA1* promoter regions in developing seedlings. (g) Relative methylation levels at the *OsHd1* promoter in leaves. (h) Relative methylation levels at the *OsAOC1* promoter in lodicules. P1–P3 show different specific MeDIP-qPCR amplicons covering the promoter regions. Data are shown as boxplots from 4 biological replicates, each shown as individual circles. In boxplots, the upper and lower bounds represent the 75th and 25th percentiles, respectively. The medians are shown as lines within the box, with the cross marks representing the averages. Whiskers represent SD values. Asterisks indicate significant differences, as determined by a Student's *t*-test (*P < 0.05; **P < 0.01; and ***P < 0.001; N.S., not significant).

### Heat stress during grain-filling improves yield in subsequent HDS plants

Last, we conducted field experiments to explore the consequences of heat exposure during grain filling on subsequent agronomic traits. Accordingly, we transplanted CS and HDS seedlings under natural field conditions and measured the final yields of CS and HDS plants. In a field experiment conducted in 2020 and 2024, the total yields of HDS plants were 9.5% and 9.4% higher than that of CS plants in 2020 and 2024, respectively, and were associated with a significantly greater panicle number, despite no change in other yield components and harvest index (Table 1). In addition, we observed similar results in individual HDS plants grown in pots, with significantly higher total yields of 14.5% and 38.7% in 2019 and 2023, respectively, due to increase in panicle numbers (Table S2). Therefore, these results suggest that heat stress during grain-filling leads to higher yields of the subsequent plants growing at natural condition.

**Table 1:** Yield components of field experiments for plants grown from CS and heat-treated developed seeds (HDS) in 2020 and 2024 under natural field conditions.

Field experiment in 2020	Panicle number	Spikelet/panicle	Grain filling (%)	1,000-grain weight (g)	Total yield (g/m^2^)	Harvest index
**CS**	331 ± 9.53	92.27 ± 3.42	93.22 ± 2.01	19.55 ± 0.10	570.54 ± 19.58	0.45 ± 0.01
**HDS**	356 ± 12.16	92.51 ± 7.64	91.22 ± 3.08	19.86 ± 0.39	625.28 ± 31.65	0.47 ± 0.01
***P*-value (*n* = 3)**	*P* = 0.025*	*P* = 0.407	*P* = 0.214	*P* = 0.392	*P* = 0.037*	*P* = 0.062

Field experiment in 2024	Panicle number	Spikelet/panicle	Grain filling (%)	1000-grain weight (g)	Total yield (g/m^2^)	Harvest index
**CS**	502.33 ± 16.01	75.76 ± 2.05	81.35 ± 3.56	19.09 ± 0.76	633.24 ± 34.70	0.45 ± 0.02
**HDS**	530.33 ± 4.61	75.36 ± 3.05	83.16 ± 2.86	19.88 ± 0.45	693.06 ± 29.96	0.48 ± 0.02
***P*-value (*n* = 3)**	*P* = 0.042*	*P* = 0.430	*P* = 0.265	*P* = 0.108	*P* = 0.044*	*P* = 0.104

Values are means ± SD (*n* = 3). Asterisks indicate significant differences, as determined by a Student's *t*-test (*P < 0.05). CS, control seeds; HDS, heat-developed seeds.

## Discussion

Up until recent, although multiple studies have reported changes in the methylome landscape in developing seeds (An et al. 2017; Wang et al. 2017), corresponding datasets for fully mature harvested seeds, especially matured under environmental stress, are limited. Here, we performed a WGBS analysis, which revealed an ∼1% rise in global cytosine methylation levels in seeds that were HDS compared with CS (Table S1), together with more hyper-DMRs than hypo-DMRs (Fig. 1b). Although the mechanism underlying hypermethylation in seeds developed under heat stress is still unclear, a previous study suggested that genome-wide hypermethylation in dry seeds reinforces chromatin packing, which would prevent the induction of gene expression and TE activation prior to seed germination (Kawakatsu et al. 2017). Thus, the possible effects of heat stress during grain-filling on seed chromatin remodeling should be elucidated in the future. In HDS, we detected more CG DMRs mapping to the promoters than we did DMRs in the other 2 contexts, while TEs harbored more non-CG DMRs than CG DMRs (Fig. 1c). Methylation in the promoter of a protein-coding gene is associated with its transcriptional regulation (Zhang et al. 2006). Most of the TEs to which DMRs mapped were retrotransposons (Figure S2), which are known to respond to various stimuli and affect gene expression (Galindo-Gonzalez et al. 2017; Liu et al. 2020). Our previous study showed that heat stress during grain-filling induces ROS production in developing rice grains (Suriyasak et al. 2017); therefore, it might be possible that greater ROS production during grain-filling affects seed ROS homeostasis, reflecting the enrichment of redox- and oxidative stress-related total DMRs in HDS (Fig. 1d).

Our results indicate that rice plants grown from seeds having matured under 30 °C exhibit differences in their transcript levels and in several phenotypes during their development compared with plants from seeds matured under 25 °C (Fig. 2a to c). Plants grown from HDS developed more tillers and were shorter than those grown from CS (Fig. 3b to d;  Figure S3a and b). The plant hormone strigolactone dictates tillering number and height in rice (Liu et al. 2020); in agreement with this notion, the strigolactone biosynthetic gene *OsSLB1* was strongly downregulated in the roots and shoots of HDS plants, likely promoting tillering (Fig. 3e). A previous study reported that *japonica* rice subspecies producing high levels of strigolactone are characterized by a small tiller number, while *indica* subspecies with low strigolactone levels produce many tillers (Cardoso et al. 2014). In addition, overexpression of *OsSLB1* in the *Arabidopsis max1* mutant background rescues the high branching phenotype of this mutant (Cardoso et al. 2014), supporting the roles of strigolactone in branching in both monocots and dicots. Tillering or branching is a crucial agronomic trait (Hussien et al. 2014) that determines final yield at harvest for many important crop plants, including barley (Moral and Moral 1995), spring wheat (Sharma 1995), and soybean (Carpenter and Board 1997). In rice, the number of tillers during plant development significantly correlates with panicle number at harvest, thus determining final yield (Badshah et al. 2014), as observed in HDS plants. In addition, we observed the downregulation of *OsYODA1*, a negative regulator of stomatal development, together with a higher stomatal density in HDS plants (Fig. 5b and g). YODA1 is conserved in dicot and monocot species and is a key factor suppressing the expression of the downstream gene *SPCH* to control stomatal lineage and differentiation (Bergmann and Sack 2007; Bertoni 2009). In *Arabidopsis*, overexpression of *YODA1* blocks stomatal development, while loss of YODA1 activity results in excess production of stomatal clusters (Bergmann et al. 2004; Samakovli et al. 2020). In the monocot plant purple false brome (*Brachypodium distachyon*), the *Bdyda1* mutant also has more stomatal clusters and displays stomatal patterning defects (Abrash et al. 2018). In fact, genetic manipulation to increase stomatal density does not always result in biomass accumulation (Tanaka et al. 2013), since it creates a trade-off between CO_2_ uptake and water transpiration (Buckley et al. 2020). Here, self-manipulated increase in stomatal density of HDS plants did not show any trade-off, since HDS plants accumulated more biomass, which was more apparent under elevated CO_2_ conditions (Figure S5). Stomatal density is positively correlated with CO_2_ uptake in rice through photosynthesis (Xiong et al. 2022), which is consistent with the higher photosynthetic activity measured in HDS plants (Fig. 5c). Taken together, we speculate that the suitable increase in stomatal density of HDS plants facilitates biomass accumulation, which combines with their high-tillering phenotype to contribute to their higher yield at harvest. Of note, a higher stomatal density is also responsible for cooling leaves via evapotranspiration under heat stress (Rathnasamy et al. 2023), as HDS seedlings were more thermotolerant than CS plants when exposed to 35 °C heat stress (Figure S6). Our previous study also showed that heat stress during grain-filling induces subsequent thermotolerance in rice, resulting in higher photosynthesis and transpiration rates, as well as delayed leaf senescence, leading to higher grain quality under heat stress (Suriyasak et al. 2025), possibly through higher stomatal density as reported in this study. Therefore, we suggest that heat stress during grain-filling improves the yield and thermotolerance of the subsequent plants.

The warm or cool climates of different growing areas influence progeny heading date in rice, reflecting the water temperature during vegetative growth (Koumoto et al. 2018). We demonstrated here that heat stress during grain-filling results in an early heading phenotype in HDS plants compared with CS plants under the same growing conditions (Fig. 4b and c). In the plants grown from of HDS and CS, *OsHd1* expression was significantly upregulated in HDS plants, as was *OsHd3a*, a known target of OsHd1 that promotes heading (Fig. 4d and e). OsHd1 has dual effects depending on the photoperiod, as it induces heading under SD conditions but suppresses heading under LD conditions (Ishikawa et al. 2011; Liu et al. 2014; Nemoto et al. 2016). We confirmed that heat stress during grain-filling affects heading date through OsHd1, as HDS plants showed early and delayed heading under SD and LD conditions, respectively, compared with CS plants (Fig. 4c;  Figure S4b). In addition to this early heading phenotype, HDS plants also showed an early diurnal floret opening time compared with CS plants (Fig. 6a to c). Floret opening in many plant species involves the actions of phytohormones including gibberellin, auxin, and ethylene (Ding et al. 2014; Li et al. 2015; Ke et al. 2018; Cheng et al. 2021). JA and its derivatives effectively induce floret opening in rice and other grasses (Wang et al. 2024; Zhu et al. 2024), as defects in JA biosynthesis or signaling lead to delayed floret opening (Ding et al. 2014; Gou et al. 2024). A previous study showed that overexpressing *OsOPR7*, a JA biosynthesis gene, shifts floret opening earlier by 1 h (Wang et al. 2024). Here, heat stress during grain filling also promoted a similar 1-h earlier floret opening in HDS plants through the upregulation of the JA biosynthesis gene *OsAOC1* (Fig. 6e). Early diurnal floret opening has been suggested to help plants achieve pollination before they are exposed to higher temperatures at noon (Che et al. 2024; Wang et al. 2024). Several methods such as genetic modifications or alterations of the genome of early opening *indica* rice cultivars have been proposed to induce early floret opening in rice (Ishimaru et al. 2022; Gou et al. 2024; Zhu et al. 2024). Together with these methods, our study offers an innovative and sustainable method of advancing floret opening in rice without changing the genetic background, by inducing epigenetic changes. As climate change induces high-temperature stress during the growing season of rice, a suitable heading date may help rice plants to escape unfavorable temperatures and other abiotic stresses (Zhou et al. 2021, 2024). In this study, we sowed CS and HDS in May; their derived plants reached the booting stage in the middle of August, which had the highest temperatures throughout the growing season in Japan. Therefore, HDS plants might have developed a heat stress-mitigation mechanism for their reproduction and fitness as they acquired early heading together with early diurnal floret opening compared with CS plants. Indeed, heat stress during grain-filling induced beneficial phenotypic changes in HDS plants; we observed these changes repeatedly in other multiple experimental years under natural conditions (Figure S9a to i).

Heat stress during grain-filling affects transcript levels in the subsequent plants, based on the many DEGs we identified. Yet, the overlap between annotated DEGs in developing plants and seed DMRs was almost not detected. A minimal overlap between DMRs and DEGs has been reported in previous studies, as the position of the DMR located in gene body or the promoter, together with its genomic environment leads to difficulty to predict how a DMR could regulate a gene expression (Havecker et al. 2012; Kawakatsu et al. 2016; Tedeschi et al. 2019). However, when we quantified seed DNA methylation levels at the specific loci at the promoters of target genes, we detected significant differences between CS and HDS plants at the promoter of each target gene (*OsSLB1*, *OsYODA1*, *OsHd1*, and *OsAOC1*) (Fig. 7a to d). The promoter regions of *OsSLB1* and *OsYODA1* promoters were more methylated in HDS than in CS, and later in developing roots (*OsSLB1*) and seedlings (*OsYODA1*) (Fig. 7e and f). Conversely, the promoter regions of *OsHd1* and *OsAOC1* were less methylated in HDS than in CS, as well as in the leaves and lodicules of the subsequent plants (Fig. 7g and h). We propose that this specific maintenance of DNA methylation levels in seeds through to developing organs contributes to the observed differences in transcript levels for each target gene and promotes phenotypic changes in HDS plants. We focused on the role of seed DNA methylation in subsequent development in rice. However, to explain all the changes in transcript levels and other possible traits, for example, stress tolerance, other epigenetic marks should be explored, such as histone modifications (Liu et al. 2019) and post-transcriptional regulation of miRNA (Liu et al. 2021), which are reported to play important roles in transgenerational memory.

In conclusion, we propose that heat stress during grain-filling affects development of the subsequent plants through alterations in seed DNA methylation patterns, which are maintained to some extent within specific organs and likely regulate transcription. Even under nonstress conditions, these phenotypic changes might be one of the adaptive strategies for unpredictable upcoming stresses or environmental changes, which are at the same time profoundly advantageous for raising rice production under anticipated increases in CO_2_ levels and temperatures. In all, these findings suggest a role for seed memory in achieving preferential agronomic traits and acclimation to heat stress caused by climate change.

## Materials and methods

### Plant materials and cultivation methods

To generate control and heat-developed seeds, ten 3-wk-old rice (*Oryza sativa* L. “Nipponbare”) seedlings were transplanted into a 1/5,000-a Wagner pot with 8.75 g of basal dressing fertilizer (N–P_2_O–K_2_O: 4%–4%–4%) and 0.85 g of sigmoid-type coated urea at Kyushu University, Fukuoka, Japan (2016 to 2021 at Hakozaki, 33°67′N 130°42′E; 2019 to 2021 at Ito, 33°37′N 130°25′E) in the middle of June. An additional 0.5 g of ammonium sulfate (N, 21%) was applied once at the tillering stage and again at the panicle booting stage. Plants were grown under natural conditions. Fully developed tillers were removed at the maximum tillering stage, leaving only the main stems to develop. The day when more than 50% of the total population reached anthesis, defined as the day when spikelets on the upper primary rachis branches flowered, with ovule fertilization, was set as the day of flowering (DAF). At 0 DAF, the plants were transferred to 1 of 2 temperature regimes, control (25 °C) or heat (30 °C), in a phytotron with natural light and 70% humidity until harvest at 42 DAF (Figure S1a). Harvested seeds were dried at room temperature for 1 wk and stored at −30 °C to maintain seed vigor before sowing in the following years.

### Global DNA methylation analysis by WGBS

Embryos were carefully dissected from seeds of CS and HDS with a razor blade for embryo isolation. Genomic DNA was extracted from embryos of harvested seeds using an Isospin Plant DNA extraction kit according to the manufacturer's protocol (Nippon Gene). Pooled genomic DNA samples from 200 isolated embryos of each treatment were prepared for WGBS as described (Schmitz et al. 2021). The integrity of the genomic DNA was checked by agarose gel electrophoresis, and the DNA concentration was quantified with Quant-IT PicoGreen (Invitrogen). The WGBS libraries were prepared using an Accel-NGS Methyl-Seq DNA library kit (Swift BioSciences). In brief, 200 ng of genomic DNA was fragmented using a Covaris LE220 focused-ultrasonicator (Covaris, Woburn, MA, USA) to a target fragment size of 400 to 700 bp. The fragmented DNA was then subjected to bisulfite conversion using an EZ DNA Methylation-Gold Kit (Zymo Research), according to the manufacturer's instructions. The resulting bisulfite-treated single-stranded DNA fragments were repaired, and truncated adapters 1 and 2 were ligated to the 3′ and 5′ ends of fragments, respectively. The truncated adapter–ligated DNA was amplified with an indexed primer to complete the WGBS libraries incorporating a full-length adapter. The final libraries were then quantified by qPCR according to the qPCR Quantification Protocol Guide (KAPA Library Quantification kits for Illumina Sequencing platforms), quality-controlled using the TapeStation DNA ScreenTape D1000 system (Agilent), and then sequenced on a HiSeq platform (Illumina, San Diego, CA, USA). For data analysis, after removal of adapter sequences using Trimmomatic v. 0.38 software (Bolger et al. 2014) and of low-quality reads, the clean reads were mapped to the IRGSP-1.0 rice reference genome using Bismark v. 0.22.3 software (Krueger and Andrews 2011) and HISAT2 v2.1.0 (Kim et al. 2019). Gene and TE annotations were obtained from IRGSP-1.0. For control samples, the conversion rate was 56.6% (CpG), 27.0% (CHG), 14.1% (CHH); sequencing depth was 64.3 (without contigs after deduplication); duplication rate was 12.1%; and cytosine coverage for mapping (genome coverage) was 97.9% (without contigs after deduplication). For heat-treated samples, the conversion rate was 57.8% (CpG), 28.5% (CHG), 15.5% (CHH); sequencing depth was 64.9 (without contigs after deduplication), duplication rate was 10.8%, and cytosine coverage for mapping (genome coverage) was 97.9% (without contigs after deduplication). All cytosine reads are summarized in Table S1 and are accessible through the Gene Expression Omnibus (GEO) at NCBI under the accession number GSE203487. Plots of average methylation levels along chromosomes were constructed using Circos software (Krzywinski et al. 2009) with 1-Mb windows. DMRs were defined as 50-bp bins (minimum) containing at least 3 informative cytosines with a methylation delta >0.1 at a significance level of *P* < 0.05 and identified using the DSS v. 2.36.0 package (Wu et al. 2015) in Bioconductor (Gentleman et al. 2004). For DMR distributions, the annotation of DMRs in genes and TEs was performed using HOMER v. 4.11.1 software (Heinz et al. 2010) and the reference IRGSP1.0 rice genome. DMRs within the sequence 3,000 bp upstream or 3,000 bp downstream of annotated protein-coding genes were considered to lie within the promoter region and downstream region, respectively. GO analysis for DMRs was performed using Panther v. 17.0 software (http://pantherdb.org) (Mi et al. 2018), for DMRs within protein-coding genes, using Fisher's exact test with a false discovery rate (FDR) level of *P* < 0.05. The fold enrichment and number of genes involved with each GO term were summarized.

### RNA sequencing and analysis

Total RNA from fully developed leaves from plants derived from CS and HDS and grown under natural conditions at 55 DAS was extracted from frozen materials using the SDS/phenol/LiCl method (Chirgwin et al. 1979). RNA-seq analysis was performed with RNA from 2 biological replicates per treatment. A cDNA library was generated using a NEBNext Ultra II Directional RNA Library Prep Kit (Illumina) and sequenced on an Illumina NovaSeq instrument as 150-bp reads sequencing with reference annotations from IRGSP. Read counts of each gene were calculated using RSEM v. 1.3.0 software (Li and Dewey 2011). Gene expression levels were normalized as counts per million (CPM). DEGs were identified using the edgeR 3.26.3 package (Robinson et al. 2009) in Bioconductor. Genes with *P* < 0.05 (Log_2_FC ≥ 0.37 or Log_2_FC ≤ −0.37) according to the exactTest function of edgeR were considered as DEGs. 

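In these libraries 2353 genes had an unadjusted P under 0.05 in the exact test, and the limit of 0.37 on the log2 fold change removed 13 of them, so the P-value set the number of genes. An unadjusted P-value passes some genes by chance. In 20 draws, counts were simulated for 29698 genes with the means, library sizes and dispersions of these libraries and no difference between treatments. Between 1165 and 1289 genes met the same criteria, and at most 13 had an adjusted P under 0.05 in the quasi-likelihood test. Each gene had the same dispersion in all 4 libraries, and genes were drawn independently. The real CS libraries spread more than the HDS libraries (biological coefficient of variation 0.251 against 0.139). Chance may therefore give other numbers in the real data.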

RNA-seq data can be accessed at NCBI via GEO under the accession number GSE246095. Volcano plots were generated in R v. 4.0.2, and expression heatmaps for tillering- and heading-related genes were generated using fold-change (FC) values from CPM in OriginPro 2021b software (OriginLab). GO analysis for DEGs was performed with Panther v. 17.0 software (http://pantherdb.org) as above for GO analysis, and the number of DEGs was summarized.

### Reverse-transcription quantitative PCR

For RT-qPCR analysis, total RNA was extracted from 3-leaf-stage seedlings, leaves, and roots at the tillering stage (55 DAS), or lodicules (10 AM) using the SDS/phenol/LiCl method (Chirgwin et al. 1979). Total RNA was used as template for reverse transcription using ReverTra Ace reverse transcriptase (Toyobo) according to the manufacturer's instructions. Quantitative PCR was performed on a CFX Connect Optics Module real-time PCR detection system (Bio-Rad) with SYBR Green (Toyobo) as per the manufacturers’ instructions. Primers used for RT-qPCR are listed in the Table S3. All primers used in this study were synthesized by Sigma-Aldrich. PCR thermal cycling conditions were an initial denaturation at 94 °C for 2 min; 40 cycles of denaturation at 94 °C for 20 s, annealing at the primer-specific temperature for 20 s, and extension at 72 °C for 20 s; followed by plate reading. A melting curve was also performed at the end of each run. The results were normalized by the *ddCt* method (Pfaffl 2001) using the expression level of *OsUBQ* (leaf samples) or *OsACTIN* (roots, seedlings, and lodicule samples). Expression heatmaps of genes related to stomatal development and floret opening were plotted using FC values from RT-qPCR data in OriginPro 2021b software (OriginLab).

### Measurement of phenotypes in the subsequent plants

Seeds developed under control conditions (CS) or under heat stress (HDS) were used in this study. The growing regimes are shown in Figure S1b. The meteorological data for precipitations and temperatures during growing season, obtained from Weather station/WEB monitoring system in Kyushu University, are shown in Figure S10. The phenotypes of CS and HDS plants were examined in 2017 to 2024. For the analysis of tiller number, height, and stomatal density, a single 3-wk-old seedling derived from CS or HDS was transplanted into a 1/5,000-a Wagner pot and grown under natural conditions with fertilizer applied as above. Tiller number and plant height measurements were measured. Stomatal density was analyzed by using instant glue on a glass slide to create an imprint of the epidermis as described previously (Kusumi et al. 2012) with adjustments as follows. Imprinted stomata from the middle of a fully expanded leaf from an individual plant during vegetative growth were observed with a ×20 objective lens (BZ-X710, Keyence) and counted using BZ-X Analyzer v. 1.3.1.1 software. Stomata on the abaxial and adaxial surfaces were counted and added to obtain the total stomatal density per mm^2^ unit area. For measurements of heading phenotype and floret opening, ten 3-wk-old seedlings were transplanted into a single 1/5,000-a Wagner pot with the same fertilizer as above. Fully developed tillers were removed at the maximum tillering stage, and only main stems were allowed to develop. For the heading rate, the first day of panicle emergence of each plant was recorded daily at 09:00. A heading histogram was constructed for the total population of plants derived from CS and HDS. The date at which 50% of plants, within a single pot reached heading, was used as the heading date for the entire pot. For floret opening, the florets of headed individual panicles (recorded as the second day of heading), were checked in 1-h intervals during a sunny day. The percentage of opened florets was calculated as the number of open florets at each time point divided by the total number of open florets observed on that day.

### DNA methylation analysis by MeDIP-qPCR

Genomic DNA from isolated embryos of harvested seeds, developing leaves, roots, and lodicules was extracted using a DNeasy Plant Mini Kit (Qiagen) and sheared to about 500 bp by sonication (Picoruptor2, Diagenode). For MeDIP-qPCR, 1,000 ng of sheared DNA was immunoprecipitated with a Methylated DNA Immunoprecipitation Kit (Active Motif) according to the manufacturer's protocol. Immunoprecipitated DNA was subjected to qPCR to identify the locus-specific relative DNA methylation level. The proportion of input was calculated as per the manufacturer's protocol. Specific primers for MeDIP-qPCR are listed in Table S4.

### Yield analysis

For the field experiments, 3-wk-old seedlings derived from CS or HDS were transplanted into the experimental paddy field at Kyushu University with pulverized sigmoid-type basal dressing (N, 41%). Seedlings grown from CS and HDS were arranged in a randomized block design into distinct isolated plots representing 3 replications. Seedlings were transplanted with a 30-cm × 30-cm subplot density. For yield component analysis, plants within 1 m^2^ were harvested. Grain filling and grain weight were calculated from >1.8-mm brown rice. Thousand-grain weight and yield are expressed at 15% grain moisture content. For pot experiments, yield components of a single plant per pot were similarly analyzed as that of field experiment. Harvest index was calculated by dividing total grain yield by biological yield.

### Statistical analysis software

Statistical analyses were performed in SPSS v. 28.0.0.0 software (IBM). Differences among treatments were analyzed by one-tailed Student's *t*-test and Tukey's test. A single plant represents 1 biological replicate in this study.

## Accession numbers

Accession numbers of major genes analyzed in this study are listed in Table S3.

## Supplementary Material

kiag219_Supplementary_Data

## Data Availability

Supporting Information together with materials and methods for this work are available in the Supplementary Information files. Data sets from the WGBS and RNA-seq analyses have been uploaded to the Gene Expression Omnibus (GEO) database, which can be accessed through accession number GSE203487 for WGBS and GSE246095 for RNA-seq.

# Supplementary material for: Grain-maturing temperature induces seed epi-memory via DNA methylation for subsequent development in rice (Oryza sativa L.)
**Source:** Plant Physiol. 2026 Apr 21;201(1):kiag219. doi: 10.1093/plphys/kiag219
**Supplement:** kiag219_Supplementary_Data

# Grain-maturing temperature induces seed epi-memory via DNA methylation for subsequent development in rice (*Oryza sativa* L.)

Chetphilin Suriyasak<sup>1,2</sup>, Yui Oyama<sup>2</sup>, Ryusuke Kawaguchi<sup>2</sup>, Ryo Matsumoto<sup>2</sup>, Yuta Sawada<sup>2</sup>, Wun-Jin Chen<sup>2</sup>, Hue Thi Nong<sup>2,3</sup>, Norimitsu Hamaoka<sup>4</sup>, Yushi Ishibashi<sup>1,2\*</sup>

## Supplemental information

Supplemental Figure S1–S10

Supplemental Table S1–S4

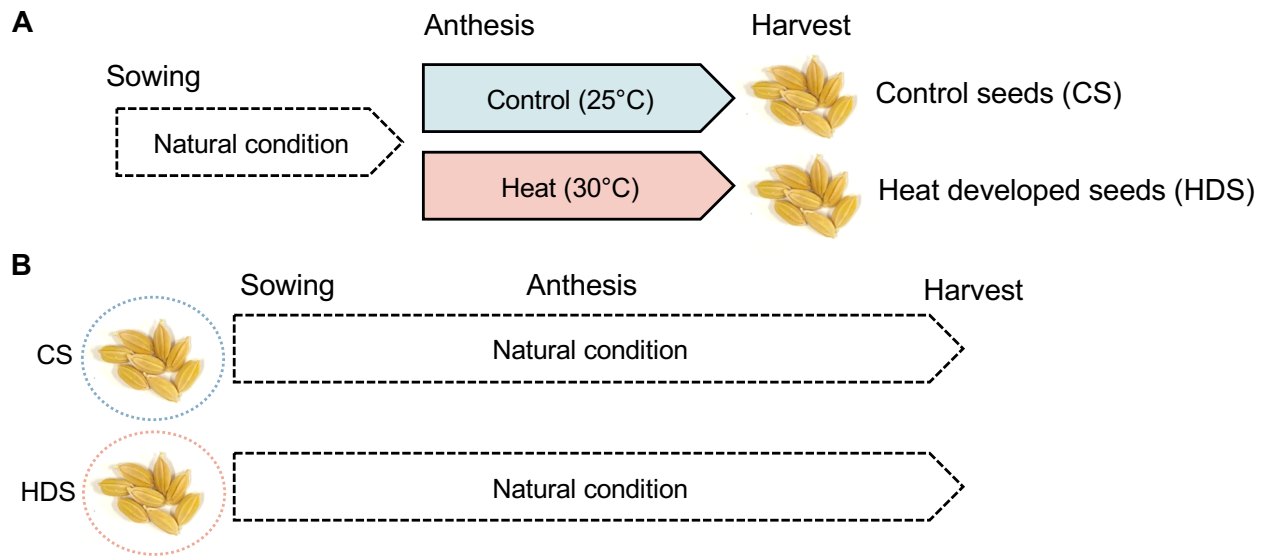

**Supplemental Figure S1. Scheme of cultivation and experimental methods used in this study.** Cultivation methods for **A**) control seeds (CS) and heat-developed seeds (HDS) and **B**) phenotypic change analysis under natural condition.

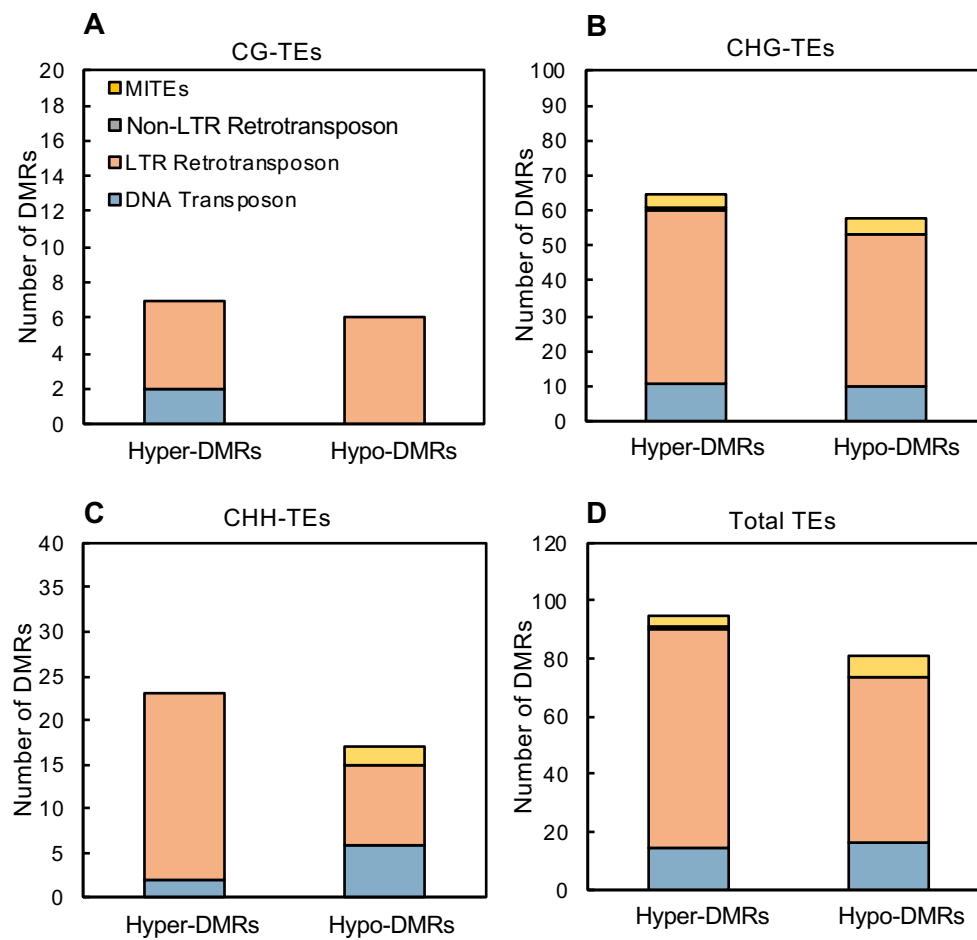

**Supplemental Figure S2. Distribution of transposable element (TEs) overlapping with differentially methylated regions (DMRs) of each context.** Numbers of DMRs overlapped with **A)** CG-DMRs, **B)** CHG-DMRs, **C)** CHH-DMRs, and **D)** total DMRs (Total hyper-DMRs = 95; total hypo-DMRs = 81).

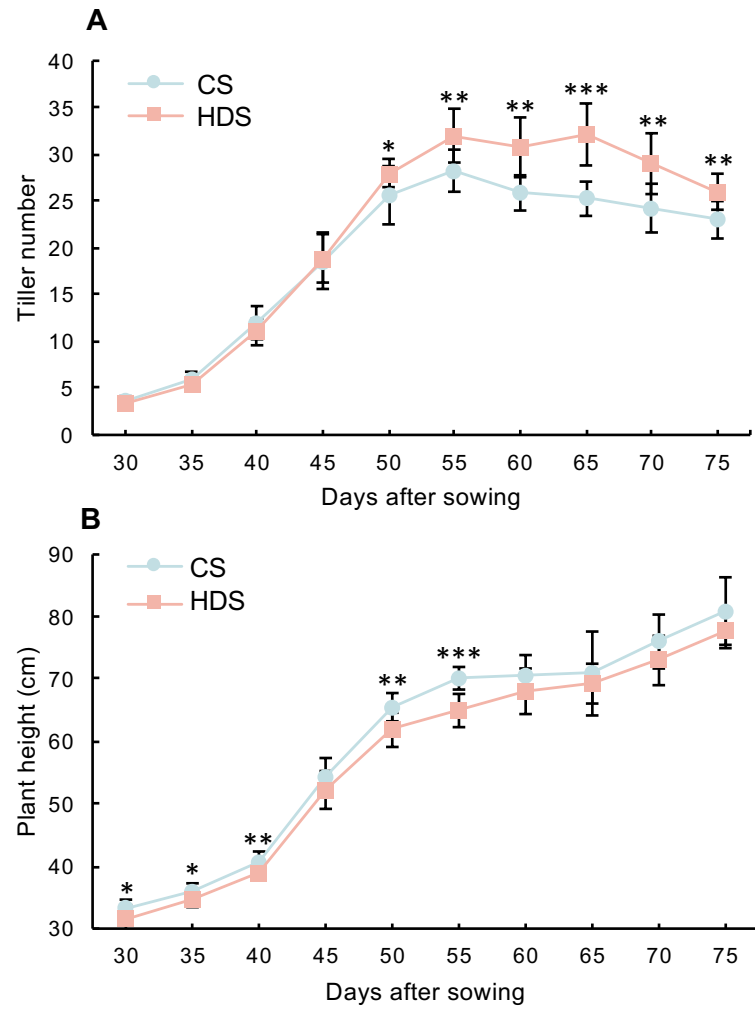

**Supplemental Figure S3. Plant height and tiller number during subsequent plant development. A)** Tiller number and **B)** plant height of CS and HDS plants after transplantation to heading stage (CS, control seeds; HDS, heat-developed seeds). Significant differences are shown at  $P < 0.05^*$ ,  $P < 0.01^{**}$  and  $P < 0.001^{***}$  according to Student's t-test ( $n = 8$ ). Error bars represent SD values.

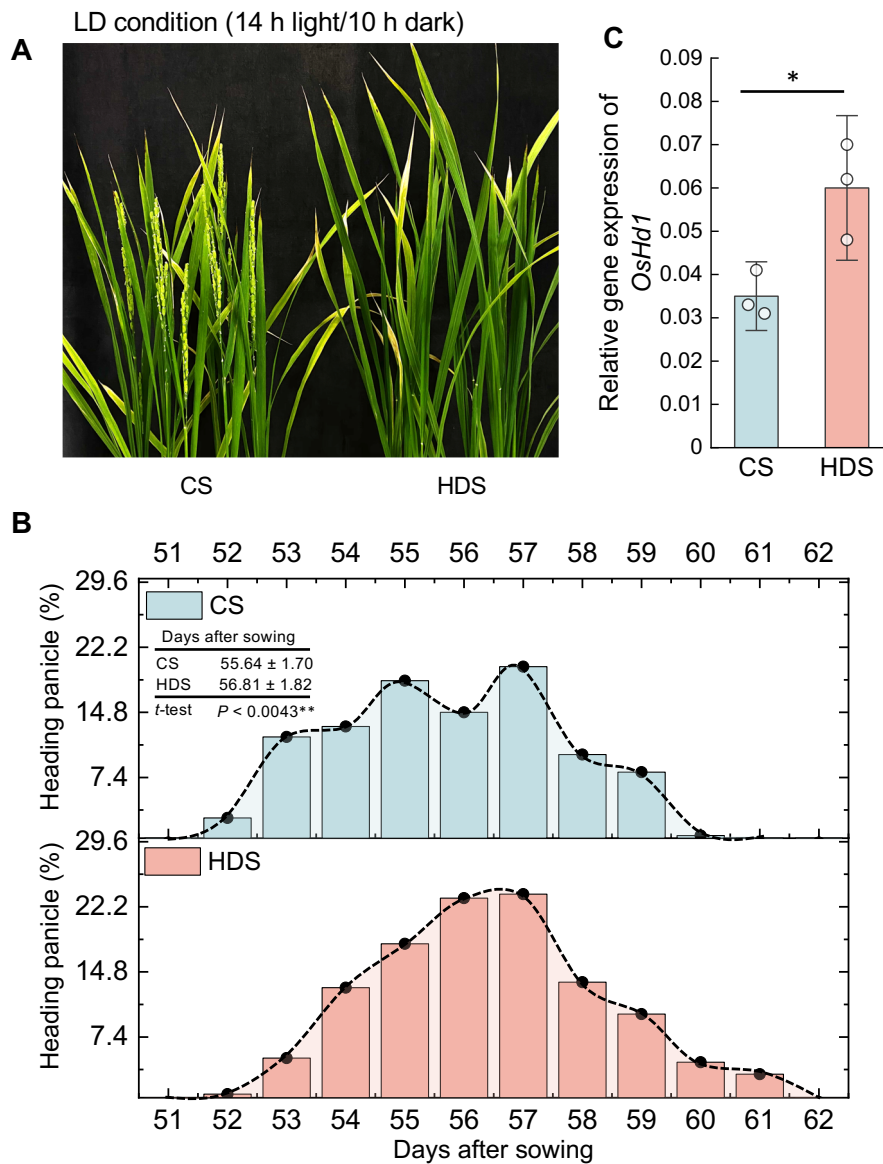

**Supplemental Figure S4. Delayed heading of HDS plants with upregulation of *OsHd1* under long-day (LD) condition.** **A)** Heading phenotype and **B)** histograms showing percentages of panicle heading on each date of CS and HDS plants (CS = 250 plants, HDS = 220 plants) with average heading dates  $\pm$  SD values of the total pots (CS = 25 pots, HDS = 22 pots) are shown at top left (CS, control seeds; HDS, heat-developed seeds). **C)** Relative expression of *OsHd1* in CS and HDS leaves under LD condition ( $n = 3$ ). Significant differences are shown at  $P < 0.05^*$  and  $P < 0.01^{**}$  according to Student's t-test. Error bars represent SD values.

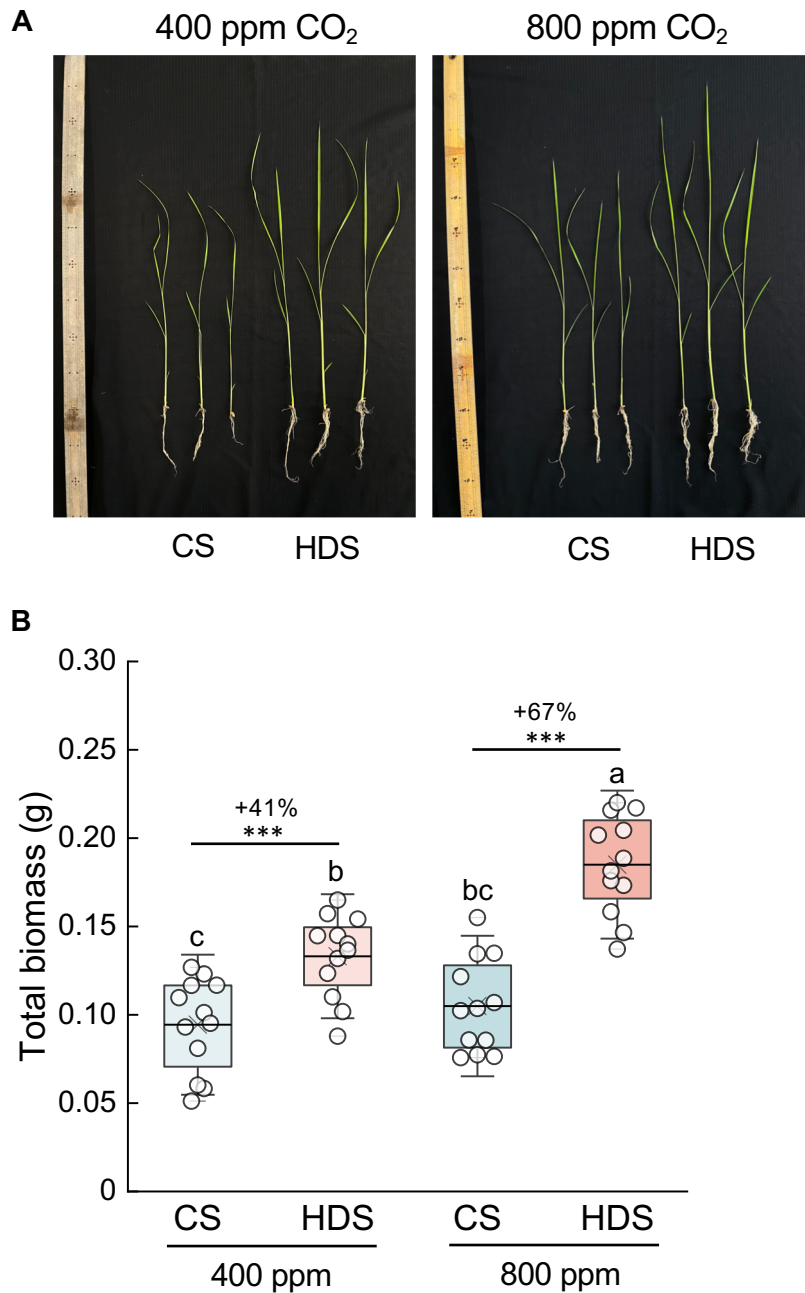

**Supplemental Figure S5. Biomass accumulation under ambient and elevated CO<sub>2</sub> conditions of CS and HDS seedlings.** **A)** Plant phenotype and **B)** total biomass of seedlings developed under 400 ppm and 800 ppm CO<sub>2</sub> conditions at 25°C for 3 weeks (CS, control seeds; HDS, heat-developed seeds). Significant differences are shown at  $P < 0.05^*$  and  $P < 0.001^{***}$  according to Student's  $t$ -test, and at  $P < 0.05^*$  by Tukey's test shown as different alphabets ( $n = 12$ ). In boxplots, the upper and lower bounds represent the 75<sup>th</sup> and 25<sup>th</sup> percentiles, respectively. The medians are shown as lines within the box, with the cross marks representing the averages. Whiskers represent SD values.

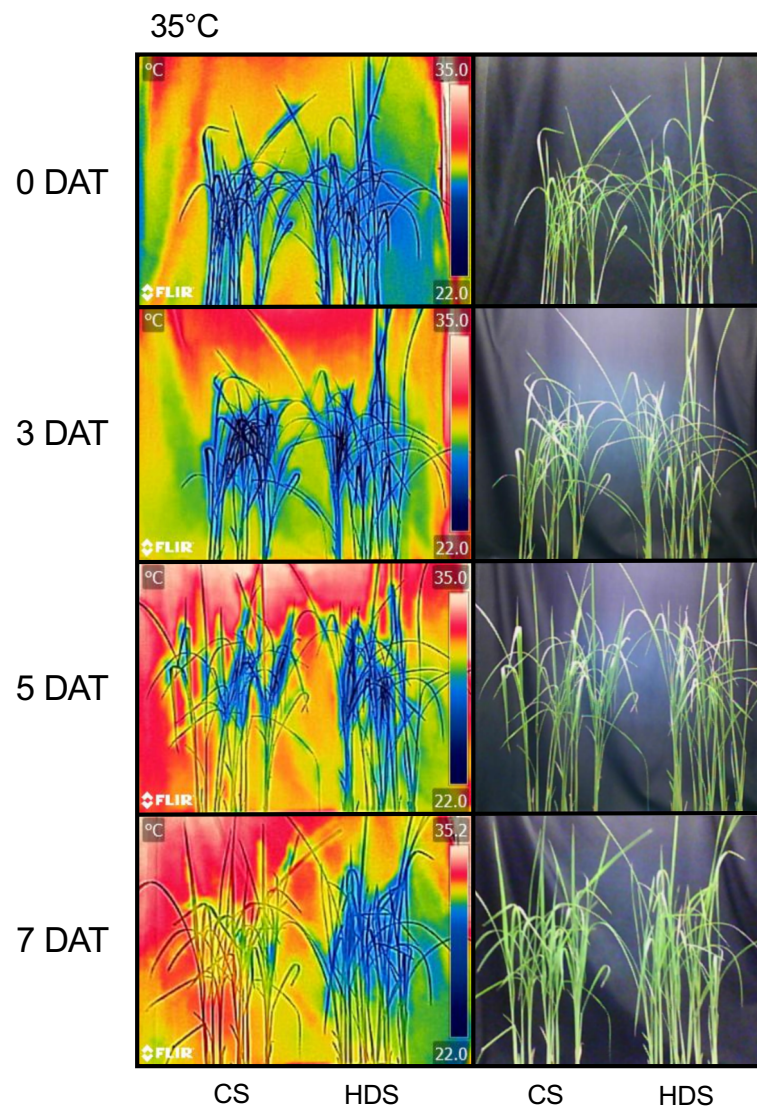

**Supplemental Figure S6. Acquired thermotolerance of HDS seedlings.** Thermography images of 4-week-old CS and HDS seedlings treated with 35°C heat stress for 7 days (DAT, days after treatment; CS, control seeds; HDS, heat-developed seeds). Color scale bars represent temperature ranges.

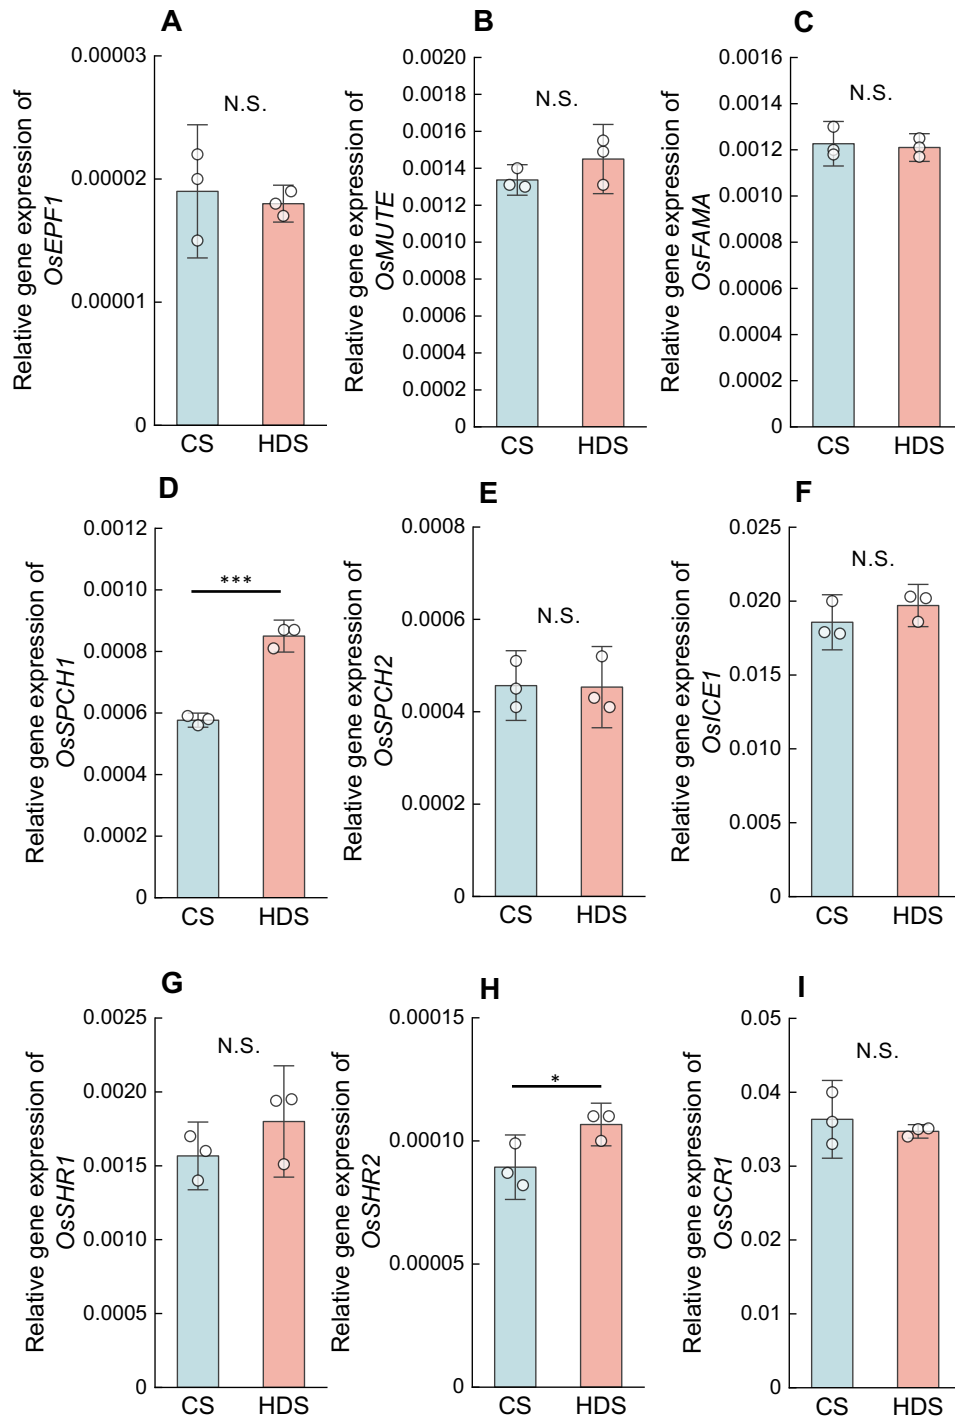

**Supplemental Figure S7. Relative expression of stomatal development-related genes.** Relative gene expression via RT-qPCR of stomatal development-related genes in CS and HDS developing seedlings (CS, control seeds; HDS, heat-developed seeds). **A)** *OsEPF1*; **B)** *OsMUTE*; **C)** *OsFAMA*; **D)** *OsSPCH1*; **E)** *OsSPCH2*; **F)** *OsICE1*; **G)** *OsSHR1*; **H)** *OsSHR2*; **I)** *OsSCR1*. Significant differences are shown at  $P < 0.05^*$  and  $P < 0.001^{***}$  according to Student's  $t$ -test ( $n = 3$ ), N.S., not significant. Error bars represent SD values.

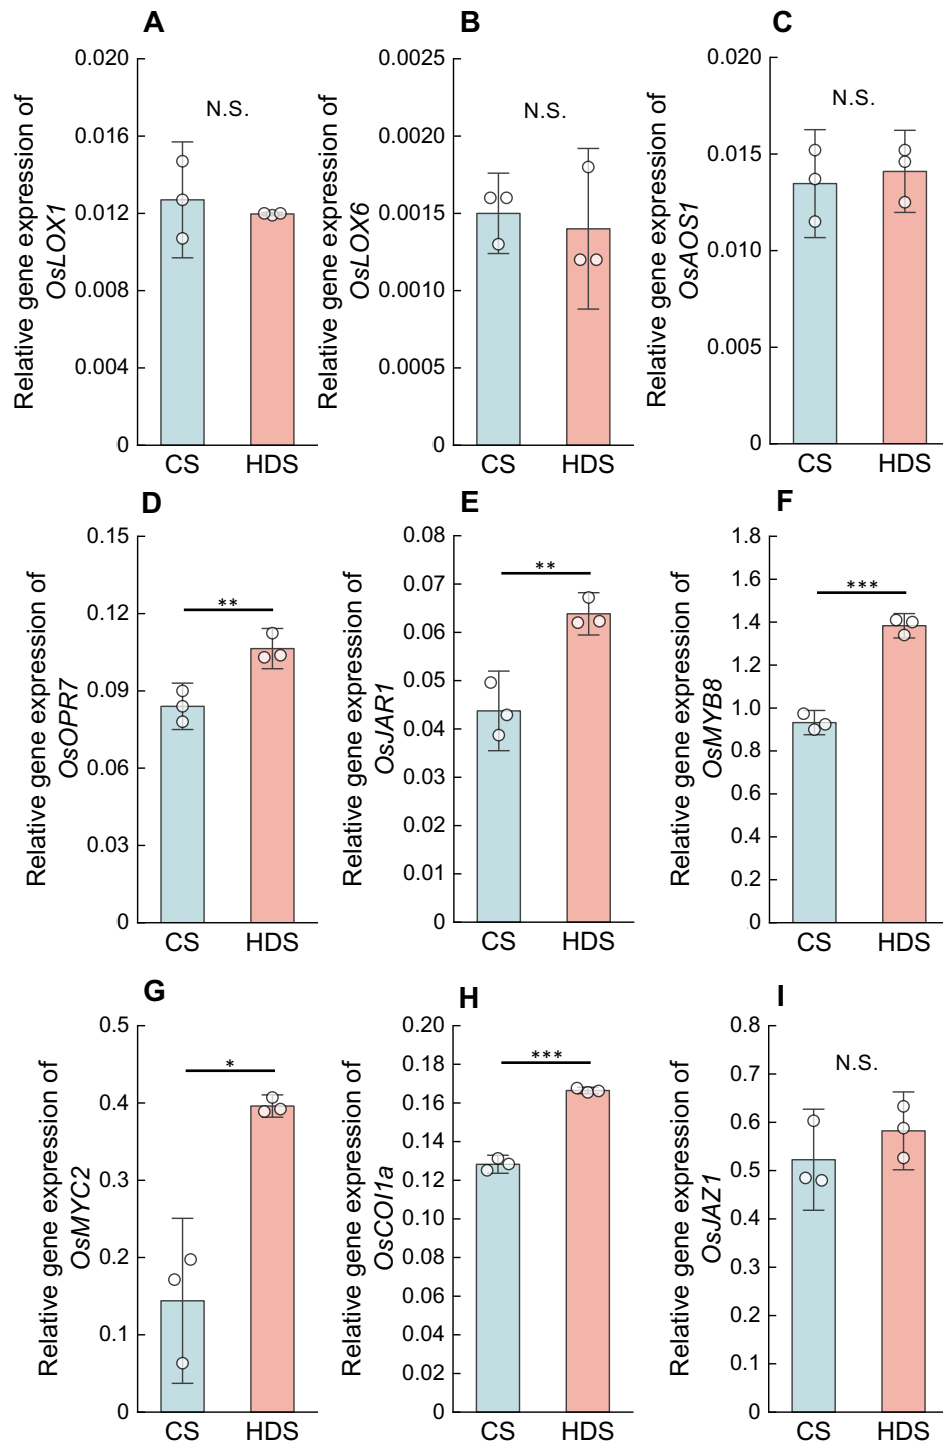

**Supplemental Figure S8. Relative expression of floret opening-related genes.**

Relative gene expression via RT-qPCR of stomatal development-related genes in CS and HDS lodicules at 10:00 AM (CS, control seeds; HDS, heat-developed seeds). **A)** *OsLOX1*; **B)** *OsLOX6*; **C)** *OsAOS1*; **D)** *OsOPR7*; **E)** *OsJAR1*; **F)** *OsMYB8*; **G)** *OsMYC2*; **H)** *OsCO1a*; **G)** *OsJAZ1*. Significant differences are shown at  $P < 0.05^*$  and  $P < 0.001^{***}$  according to Student's  $t$ -test ( $n = 3$ ), N.S., not significant. Error bars represent SD values.

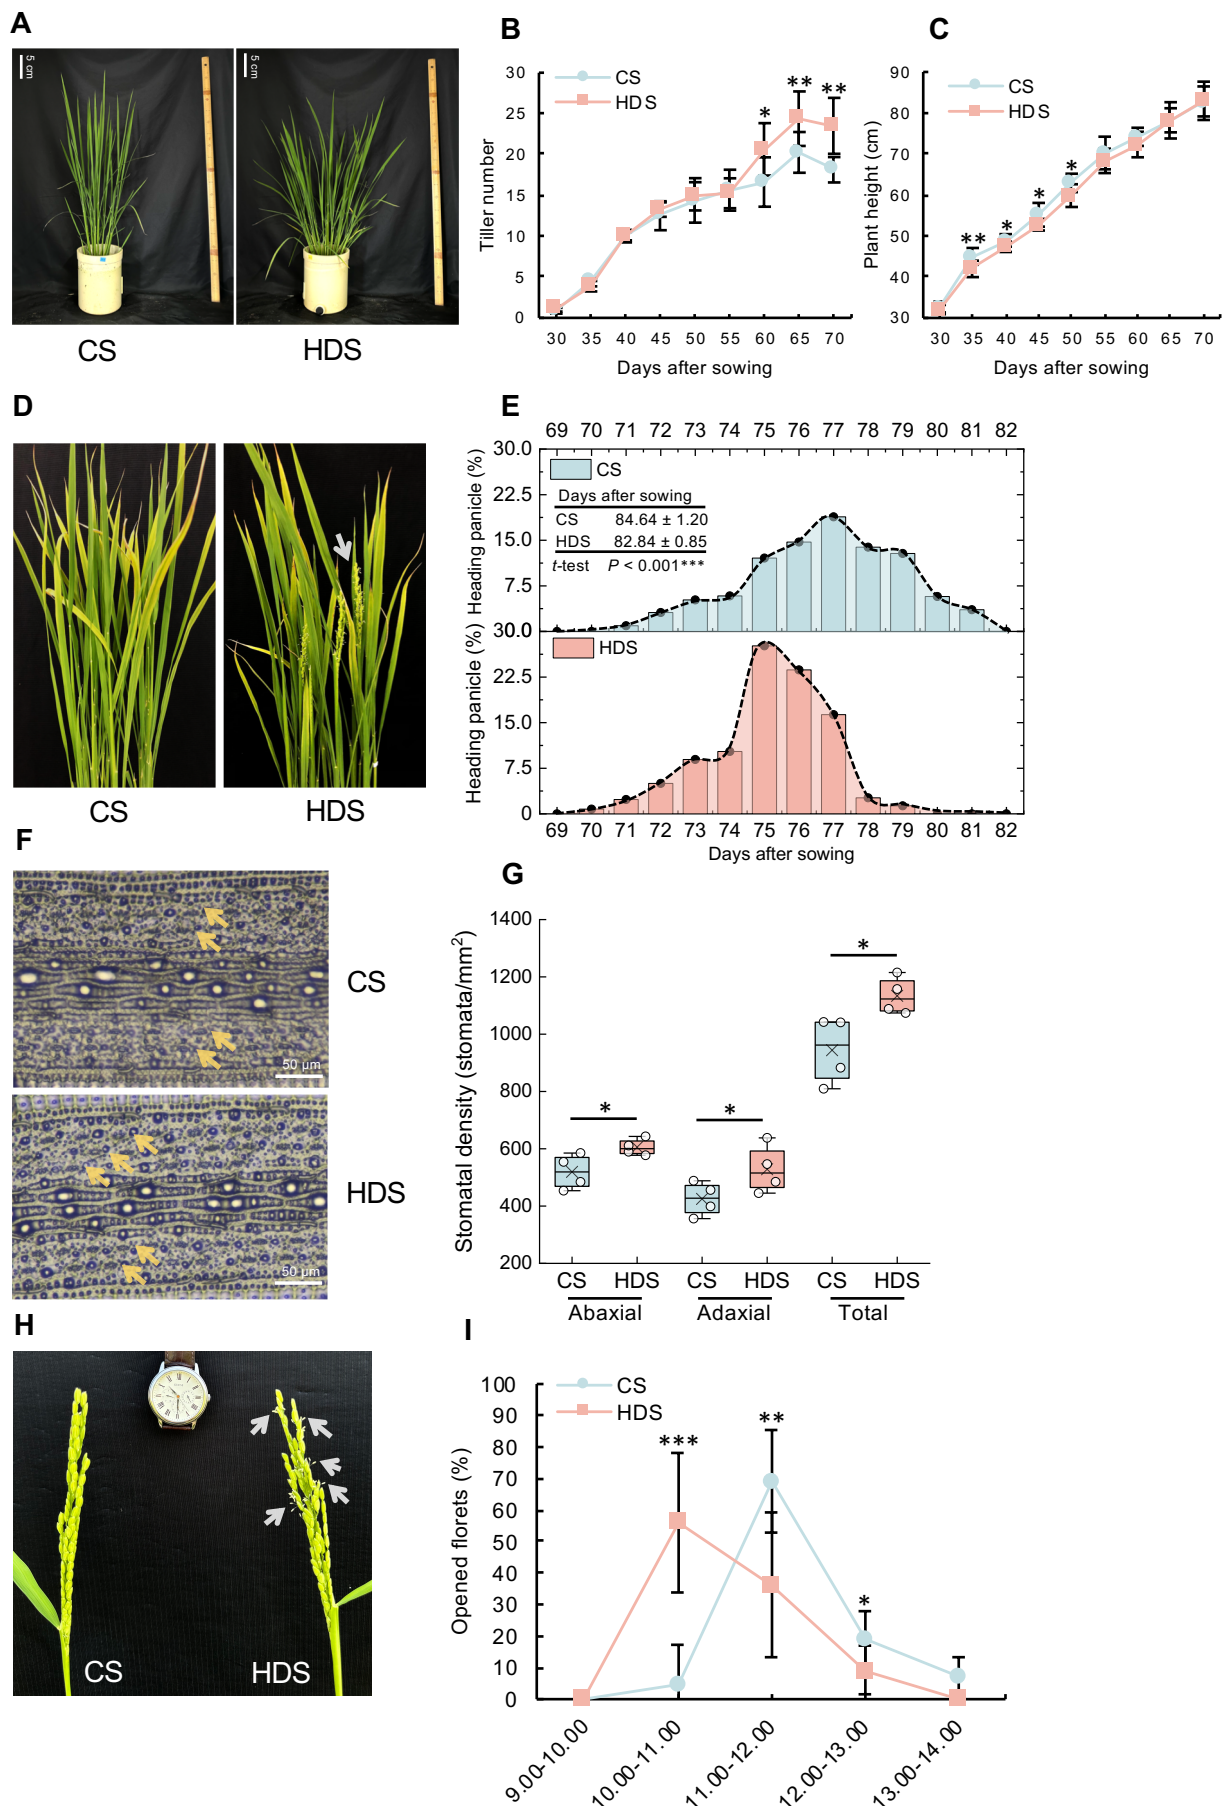

**Supplemental Figure S9. Phenotypic changes of HDS plants observed in other replicate years. A)** Plant phenotype at maximum tillering stage and **B), C)**, tiller number and plant height of CS and HDS plants in 2023 ( $n = 8$ ) (CS, control seeds; HDS, heat-developed seeds). **D)** and **E)**, Early heading phenotype of HDS plants and heading histograms showing percentages of panicle heading on each date of CS and HDS plants in 2018 (CS = 1060 plants, HDS = 380 plants), with average heading dates  $\pm$  S.D. values of the total pots (CS = 106 pots, HDS = 38 pots) are shown at top left. **F)** Imprints of stomata on abaxial surfaces (arrows indicate stomata) and **G)** stomatal density of CS and HDS leaves ( $n = 4$ ) in 2023. In boxplots, the upper and lower bounds represent the 75<sup>th</sup> and 25<sup>th</sup> percentiles, respectively. The medians are shown as lines within the box, with the cross marks representing the averages. Whiskers represent S.D. values. **H)** Plant phenotype (arrows indicate opening florets) and **I)** percentages of opened florets at different time intervals ( $n = 6$ ). Significant differences are shown at  $P < 0.05^*$ ,  $P < 0.01^{**}$  and  $P < 0.001^{***}$  according to Student's  $t$ -test. Error bars represent SD values.

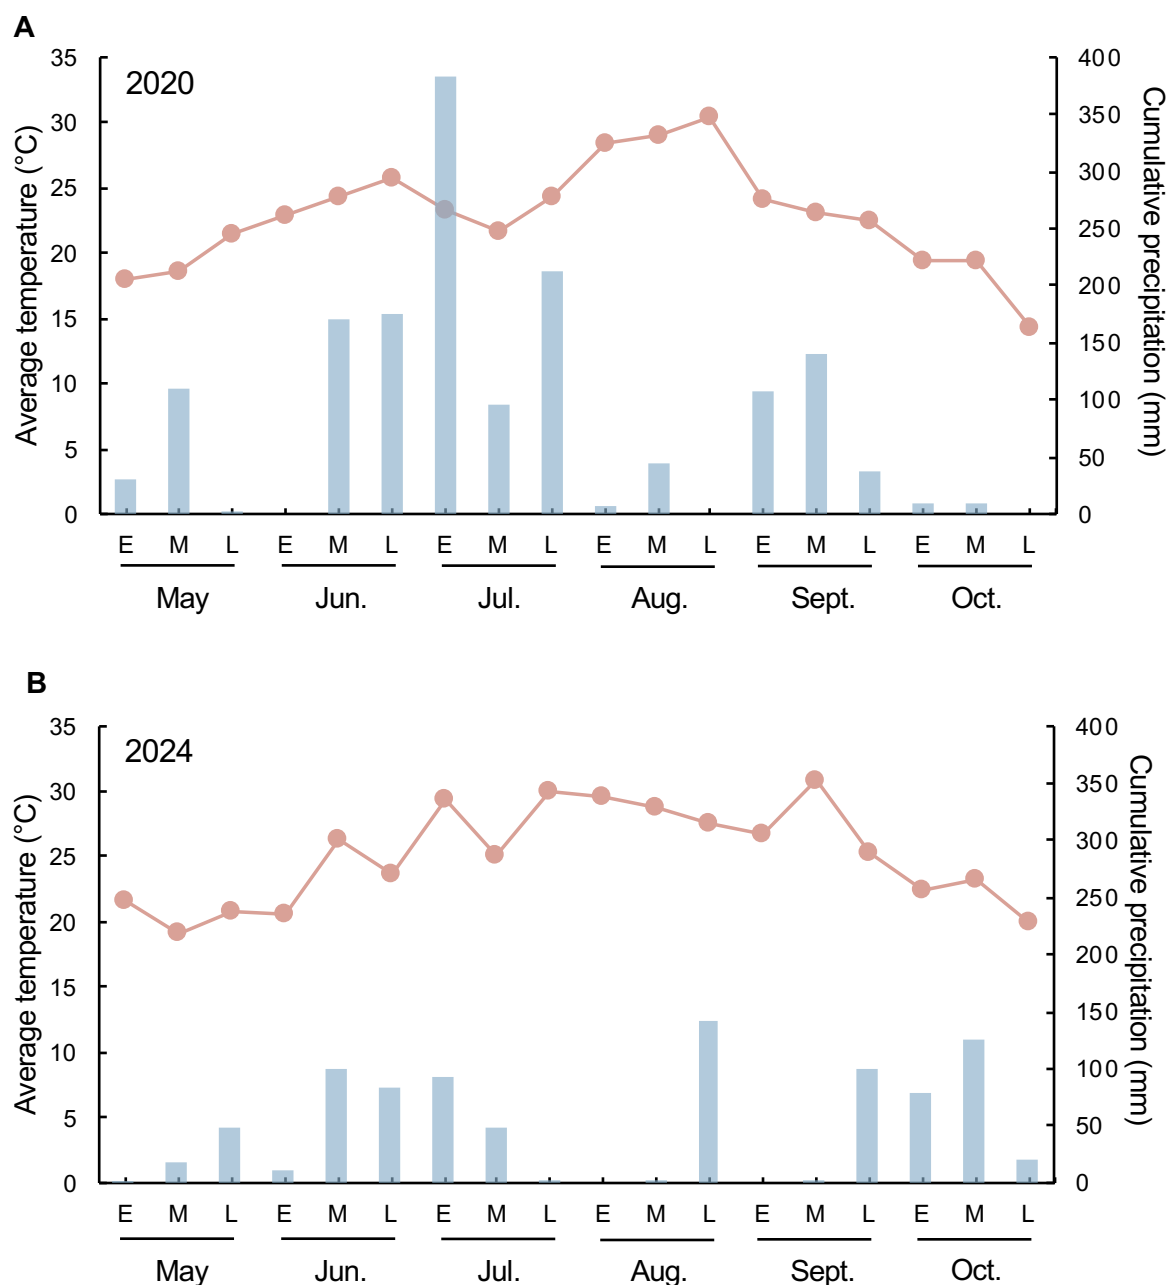

**Supplemental Figure S10. The meteorological data for precipitations and temperatures during growing seasons of field cultivations.** Average temperatures and cumulative precipitations during field cultivations in **A)** 2020 and **B)** 2024. E, early; M, middle; L, late; period of each month. Red lines and blue bars represent average temperatures (left y-axis) and cumulative precipitations (right y-axis), respectively. Data were obtained from The meteorological data for precipitations and temperatures during growing season, obtained from Weather station/WEB monitoring system in Kyushu University, Ito campus (Ito, 33°37'N 130°25'E).

**Supplemental Table S1.** Total cytosines in DNA from control seeds (CS) and heat-developed seeds (HDS) analyzed by whole-genome bisulfite sequencing

|                                       | CS            | HDS           |
|---------------------------------------|---------------|---------------|
| Total cytosines analysed              | 3,919,488,890 | 3,991,072,994 |
| Duplication rate (%)                  | 12.1%         | 10.8%         |
| Coverage cytosine for mapping (%)     | 97.9%         | 97.9%         |
| Methylated cytosines in CpG context   | 356,642,852   | 369,500,795   |
| Methylated cytosines in CHG context   | 166,128,581   | 177,195,999   |
| Methylated cytosines in CHH context   | 375,821,081   | 423,437,019   |
| Unmethylated cytosines in CpG context | 273,533,402   | 270,050,603   |
| Unmethylated cytosines in CHG context | 449,808,489   | 443,743,999   |
| Unmethylated cytosines in CHH context | 2,297,554,485 | 2,307,144,579 |
| CG methylation (%)                    | 56.6%         | 57.8%         |
| CHG methylation (%)                   | 27.0%         | 28.5%         |
| CHH methylation (%)                   | 14.1%         | 15.5%         |

**Supplemental Table S2.** Yield and yield components of control seeds (CS) and heat-developed seeds (HDS) in pot experiments in two replicate years in 2019 and 2023 under natural conditions.

| Pot experiment (2019)           | Panicle number              | Spikelet/panicle | Grain filling (%) | 1000-grain weight (g) | Total yield (g/pot)        |
|---------------------------------|-----------------------------|------------------|-------------------|-----------------------|----------------------------|
| CS                              | 19.25 ± 1.48                | 67.76 ± 4.42     | 88.68 ± 3.67      | 25.05 ± 1.41          | 28.25 ± 2.11               |
| HDS                             | 21.23 ± 2.13                | 67.07 ± 5.32     | 88.73 ± 2.71      | 25.25 ± 1.33          | 32.34 ± 2.49               |
| <i>P</i> -value ( <i>n</i> = 8) | <b><i>P</i> = 0.012*</b>    | <i>P</i> = 0.392 | <i>P</i> = 0.464  | <i>P</i> = 0.389      | <b><i>P</i> = 0.005**</b>  |
| Pot experiment (2023)           | Panicle number              | Spikelet/panicle | Grain filling (%) | 1000-grain weight (g) | Total yield (g/pot)        |
| CS                              | 16.12 ± 1.95                | 82.30 ± 11.41    | 87.51 ± 6.25      | 20.40 ± 1.01          | 23.78 ± 5.53               |
| HDS                             | 21 ± 2.82                   | 82.39 ± 10.55    | 91.73 ± 3.52      | 20.95 ± 0.29          | 32.99 ± 4.00               |
| <i>P</i> -value ( <i>n</i> = 8) | <b><i>P</i> = 0.0008***</b> | <i>P</i> = 0.43  | <i>P</i> = 0.062  | <i>P</i> = 0.087      | <b><i>P</i> = 0.0011**</b> |

Values are means ± SD (*n* = 3). Asterisks indicate significant differences, as determined by a Student's *t*-test (\*, *P* < 0.05). CS, control seeds; HDS, heat-developed seeds.

**Supplemental Table S3.** RT-qPCR primers used in this study

| Gene           | RAP ID       | Forward                    | Reverse                    |
|----------------|--------------|----------------------------|----------------------------|
| <i>OsActin</i> | Os11g0163100 | GACTCTGGTGATGGTGTCAGC      | GGCTGGAAGAGGACCTCAGG       |
| <i>OsUBQ</i>   | Os03g0234200 | AACCAGCTGAGGCCCAAGA        | ACGATTGATTTAACCAGTCCATGA   |
| <i>OsSLB1</i>  | Os01g0700900 | CAGGTTCTCAAGAGGCTTCG       | GGAGGTGCTCGTAAGTGAGC       |
| <i>OsHd1</i>   | Os06g0275000 | TCAGCAACAGCATATCTTTCTCATCA | TCTGGAATTTGGCATATCTATCACC  |
| <i>OsHd3a</i>  | Os06g0157700 | GCTCACTATCATCATCCAGCATG    | CCTTGCTCAGCTATTTAATTGCATAA |
| <i>OsYODA1</i> | Os04g0559800 | CTGCAATGTTCAAGATCGGAAA     | TAACAGCCAAATGTTCCAATGG     |
| <i>OsMUTE</i>  | Os05g0597000 | CCGTCAGGATCATCGCCCTT       | CTGGTGGACCTCCATGGCAA       |
| <i>OsFAMA</i>  | Os05g0586300 | CAGCAGAGAAGCCACCTGGA       | AGCACGTCGGAGAAGGTGAG       |
| <i>OsSPCH1</i> | Os06g0526100 | GCAACCGGAGGAAGCAGATG       | CTTCTTGGCCTCCAGCGAGT       |
| <i>OsSPCH2</i> | Os02g0257500 | AACCTGGTGCTGAAGACGGT       | ACTCAGCTCGCACTCGATCC       |
| <i>OsICE1</i>  | Os11g0523700 | CGCATGGGTCCATGATGCTG       | GAGATGCTGGTCGTGGTGGT       |
| <i>OsSHR1</i>  | Os07g0586900 | GTACCAAGAAGAATGCGGCAAC     | AGCTCGTTGAGCATCCACATG      |
| <i>OsSHR2</i>  | Os03g0433200 | ACCCTCTTCAGGTTGGTTAGCC     | GTGGAAGTGGCGGGAGGAAG       |
| <i>OsSCR1</i>  | Os11g0124300 | CTTCCGTGTGTCGTCGCTTG       | AGCAGAGGCAGTGAGAAGGC       |
| <i>OsEPF1</i>  | Os04g0457700 | CCCACTGGAGTACGTACTAATC     | ATAATGAACGAAATGTGGGCAC     |
| <i>OsLOX1</i>  | Os03g0700700 | CAGCAAGATCACCGAAGCTC       | AGAATGGTCCTGCTCGCATA       |
| <i>OsLOX6</i>  | Os04g0447100 | TTCGCCTACCGGGAAGTATG       | TGCCTCTACACGACACAACC       |
| <i>OsAOS1</i>  | Os03g0767000 | CAGCAGGTGATCCCCAAGTT       | CTGGCAGAGGAAGCCGAAC        |
| <i>OsAOC1</i>  | Os03g0438100 | GCTACGAGGCCATCTACAGC       | TGCCCTTGAGGTAGAAGGTG       |
| <i>OsOPR7</i>  | Os08g0459600 | CATTGAGATCCATGGTGCTC       | CTGAATCATAGGCGTCAAGG       |
| <i>OsJAR1</i>  | Os05g0586200 | GAGCTTCGTGGAACGATCAA       | TGTAGCCTGCGTCAATGAAG       |
| <i>OsMYB8</i>  | Os01g0637800 | GTCTGGGATGAGTACATGCA       | GTCCACGAAGTTCCAGAAG        |
| <i>OMYC2</i>   | Os10g0575000 | TGGACGTGTACCATGCCAG        | TTGAGCTGGTCCTGCGAGTA       |
| <i>OsCOI1a</i> | Os01g0853400 | CCAATGCGCTGCAAGACTTT       | TCATACTTGGTGAGCTCTCCTACCT  |
| <i>OsJAZ1</i>  | Os04g0653000 | CAGCAGGTTGGTGAGCAAAG       | TCCATCCCTGATGCTTCCAT       |

Stomatal development and JA-related primers were obtained from Shimizu *et al.* (2013), Ding *et al.* (2014), Verma *et al.* (2020), Li *et al.* (2021), He *et al.* (2021) and Gou *et al.* (2024).

#### References

- T. Shimizu *et al.*, *OsJAR1* contributes mainly to biosynthesis of the stress-induced jasmonyl-isoleucine involved in defense response in rice. *Biosci. Biotechnol. Biochem.* **77**, 1556–2013 (2013).  
W. Ding *et al.*, A jasmonate-mediated regulatory network modulates diurnal fleret opening time in rice. *New Phytol.* **244**, 176–191 (2014).  
R.K. Verma *et al.*, Overexpression of Arabidopsis ICE1 enhances yield and multiple abiotic stress tolerance in indica rice. *Plant Signal. Behav.* **15**, 1814547 (2020).  
Y. He *et al.*, Jasmonic acid plays a pivotal role in pollen development and fertility regulation in different types of P(T)GMS rice lines. *Int. Mol. Sci.* **22**, 7926 (2021).  
Z. Li *et al.*, *OsBC1L1* and *OsBC1L8* function in stomatal development in rice. *BBRC* **576**, 40–47 (2021).  
Y. Gou *et al.*, Natural variation in *OsMYB8* confers diurnal fleret opening time divergence between indica and japonica subspecies. *Nat. Commun.* **15**, 2262 (2024).

**Supplemental Table S4.** MeDIP-qPCR primers used in this study

| Gene                       | Forward                      | Reverse                        |
|----------------------------|------------------------------|--------------------------------|
| <i>OsSLB1</i> promoter P1  | TCATTCACAACACACTTGAAGCTTGA   | TCCGACTTCCTCTACTCCACCTCT       |
| <i>OsSLB1</i> promoter P2  | ACGGTGTAGACATGGTGTGTTGGGT    | ATGGCTCTACAGCGTAACCGGGTA       |
| <i>OsSLB1</i> promoter P3  | TACCCGGTTACGCTGTAGAGCCAT     | TGTCAGCACGGAAGATACCGATGA       |
| <i>OsYODA1</i> promoter P1 | CAAAAGATGGTGGCTAGATGATCTGGGT | AAGTACTACACTTTCACCTCGCTACAC    |
| <i>OsYODA1</i> promoter P2 | TCGGTTTAATTGTACACCGAATCACC   | TGCCATCAGCATGCCTATCGTTAC       |
| <i>OsYODA1</i> promoter P3 | AACGGACCGTCTCGATGAAGCTAC     | GCGCATCGGGGTAGCAACGGTTC        |
| <i>OsHd1</i> promoter P1   | ATGGCTCTACAGCGTAACCGGGTA     | CGTCGCCGATTTCAATTCGAAAAT       |
| <i>OsHd1</i> promoter P2   | GTACATCATCACAGTGGCTTCCAATTCT | AAGTATCTAACCTGAACTGATGTCAATACC |
| <i>OsHd1</i> promoter P3   | TGTCAATCGCTGGATTCGACTTGA     | GAACGAAGTAGCCTTGCTTGTGGT       |
| <i>OsAOC1</i> promoter P1  | TGTCTACAAATCTGTAGCCCCTTGC    | CCAGGTTTTGCATGAGAGATAGTTT      |
| <i>OsAOC1</i> promoter P2  | AAACTATCTCTCATGCAAAACCTGG    | AAGTGAGCAGTGATAAGGCCAGTCC      |
| <i>OsAOC1</i> promoter P3  | GGACTGGCCTTATCACTGCTCACTT    | TGCCATTTGGAGGAACTAAACAGGTC     |

How the deposited data were processed for this re-analysis (not part of the article)

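Fully developed leaves of rice plants grown from control seeds (CS, matured at 25 °C) and from heat-developed seeds (HDS, matured at 30 °C) were taken at 55 DAS, with 2 biological replicates per treatment. Samples were assigned to treatments and replicates by the sample labels and the paper, which gave the same assignment for all 4 libraries. The authors sequenced strand-specific libraries, estimated expected counts per gene with RSEM against the IRGSP annotation and deposited these expected counts in a single table, without normalization. The aligner used before RSEM and any filter on reads are not stated in the paper's text. The table lists 37858 genes by their identifiers of the Rice Annotation Project, with 0 rows that name no gene and 0 columns that were not used.

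From this table, the counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. The study's own criteria were applied with edgeR's exactTest on the 29698 genes with at least 1 count, after TMM normalization and estimateDisp, with an unadjusted P under 0.05 and a log2 fold change of at least 0.37 in either direction. As these P-values are not adjusted for the number of genes, edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) was run on the 22184 genes kept by filterByExpr, with an adjusted P under 0.05 by the Benjamini-Hochberg method. CPM values are scaled by the TMM factors, standard errors of log2 fold changes come from the spread of log2 CPM between the 2 replicates of each treatment, and a prior count of 2 was used for log2 CPM. Only HDS and CS plants were compared, since these are the only treatments.

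The depth of the libraries was between 15444235 and 17298384 expected counts. A gene with 0 counts could have up to 3 counts at this depth. A fold change against a treatment in which no library had more than 3 counts was given as a lower bound against that limit. The bound covers counting error in that treatment only and takes the other treatment's mean as measured. A fold change fitted by edgeR for such a gene depends on edgeR's default prior count.

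Both tests were tested on simulated data. Counts were drawn for 29698 genes from the means, library sizes and dispersions of the real libraries, with 200 genes changed by 1 or 2 log2 units. Each gene had the same dispersion in all 4 libraries. The changed genes were taken only from those with a moderate or high mean count. The shares recovered and the ratio of fold changes therefore do not describe genes with few counts. The study's criteria recovered 92.5% of the changed genes and called 1151 unchanged genes. The adjusted quasi-likelihood test recovered 62.0% of them, or 87.1% of those changed by 2 log2 units, and called 16 unchanged genes. The median ratio of fitted to true log2 fold change was 0.984.

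The alternatives and the rule for the genes named were set before the data were examined, unless said otherwise. The alternatives were DESeq2's size factors, upper quartile normalization and total counts in place of TMM, a replicate block, other filters on low counts, DESeq2 and the other edgeR test, adjusted P-values and a stricter fold change limit, another estimate of dispersion, counts that were not rounded, another prior count, and each library left out in turn. After the data had been seen, the number of genes that met the study's criteria was also computed with a design matrix for the dispersion, with a common dispersion, for genes with whole counts, and under 100 further combinations of filter, normalization, dispersion and rounding. The genes named are every gene of Fig. 3a and Fig. 4a, OsYODA1 and OsAOC1 and any other gene of Table S3 past the threshold, and the gene with the smallest quasi-likelihood P in each direction whose replicates did not overlap between treatments. The other genes of Table S3, OsActin, OsUBQ and a pair of neighbouring genes were named after their values were seen. The definition of genes carried by a single library was first set without a minimum count, and a minimum of 20 counts was added after the first result was seen; both are given.

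The terms of Fig. 2b and 2c were not analysed here. Beyond the genes that the paper lists by name, no table used here pairs these identifiers with gene names or functions. For the same reason, gene length, GC content, functional gene sets and genes of the circadian clock were not analysed here. Bisulfite sequencing, RT-qPCR, MeDIP and plant measurements were not analysed here.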

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

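The test of summed neighbouring genes and the test of the ratio between the HDS replicates were chosen after the results they bear on had been seen. The tests of compensating neighbours were set after such genes had been noticed but before the share of neighbours was known. The features below lie in genes that the paper does not discuss, and were noticed because they were high in HDS plants and near 0 or low in CS plants, or the reverse.

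Os12g0491800 had 29 and 20 counts in the CS libraries and 938 and 744 in the HDS libraries, a log2 fold change of 4.96 by edgeR's quasi-likelihood test. The value lay between 4.95 and 5.03 under the other normalizations, the replicate block and DESeq2, and between 4.58 and 5.38 with each library left out in turn. The counts were whole in all 4 libraries, so no divided reads are seen, and a difference in depth is far too small to account for the difference. Both HDS libraries lay above both CS libraries, and the value was at least 4.58 whichever library was left out. For this gene, that argues against 1 deviating plant as the cause. With 2 replicates per treatment, a difference that both plants of a treatment share apart from the seeds' temperature stays open. An effect of the seed-maturing temperature, which the design names, stays open too and was not tested further.

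Os01g0644400 had 0 counts in both CS libraries and 46.7 and 50.4 expected counts in the HDS libraries, at least 14.8-fold higher. The next gene listed, Os01g0644500, had 50 and 54 counts in the CS libraries and 0.26 and 0.65 in the HDS libraries, at least 18.9-fold lower. Both bounds take the mean of the treatment with more counts as measured. Both genes were chosen after their counts were seen. Summed, the pair had 50 and 54 counts in CS plants and 47 and 51 in HDS plants, a log2 difference of -0.21. The decimals of both genes add up to whole numbers in each HDS library, as reads divided between them would give. A candidate explanation is that the same reads were given to one gene model in CS plants and to the other in HDS plants. The same explanation was tested for a set of genes that met the study's criteria, this pair included. Each had no more than 3 counts in any library of one treatment and a mean of at least 20 in the other. All genes within these limits were taken. Of 33 such genes whose counts were not whole, 14 had a gene within 5 rows that changed by the same amount the other way (to within 20%), against 9.76 expected around random genes (permutation test, P = 0.0849), which leaves the explanation open for them. Of these 33 genes, 27 had decimals that add up to whole numbers with a neighbour, as divided reads would give, but so did 67.8% of genes with decimals that were not called. In 51.9% of these pairs the sums differed by less than the study's limit of 0.37, which cannot tell a division of reads from a neighbour that is simply larger. Of 32 such genes with whole counts, 10 had a compensating neighbour, against 9.11 expected (permutation test, P = 0.433), no more than around random genes, which argues against neighbouring models as the cause for most of these genes. A sequence difference between plants in the pair was not tested.

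In 45 genes higher in HDS plants by the study's criteria, no CS library had more than 3 counts and the HDS libraries had a mean of at least 20. Of these, 37 were higher in HDS replicate 1 than in HDS replicate 2, with a median log2 ratio of 0.94 after scaling for depth, while the median over the 20274 genes at that level was near 0. None of 10000 random lists of 45 genes matched on expression reached this median, the highest being 0.49, which argues against a difference in depth between the HDS libraries. Among the 29 of these genes with whole counts, 26 were higher in replicate 1, by a median of 2.56-fold. The same order was seen in 96 of 125 other genes with whole counts that were at least 2 log2 units higher in HDS plants, with a median log2 ratio of 0.73. An unequal level between replicates is not particular to the HDS libraries. Of 20 genes near 0 in HDS plants and higher in CS plants by the same limits, 17 were higher in CS replicate 1 than in CS replicate 2, although only 3 of the 20 had whole counts. One hypothesis is that such genes vary together between plants. It was not tested. Replicates of a treatment shared their seed-maturing temperature, which therefore cannot by itself account for an order between them. This temperature stays open as a cause of the difference between HDS and CS plants in these genes.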

How the results depend on the processing

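The settings called added, and the test by other splits of the libraries, were chosen after the data had been seen.

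The number of genes that met the study's criteria lay between 1751 and 2825 under the other normalizations, filters, tests and dispersion estimates, within 1.5 times the 2340 reported. With adjusted in place of unadjusted P-values it fell to 707 (377 higher and 330 lower in HDS plants), and with an absolute log2 fold change of at least 1 to 1333 (809 higher and 524 lower); both are stricter by construction. Added settings gave 2384 genes with a design matrix for the dispersion, 3190 with a common dispersion, and 1940 among genes with whole counts. Under 100 further added combinations of filter, normalization, dispersion and rounding, 92 gave between 1797 and 3256 genes. The other 8 used a dispersion fixed by hand. With a coefficient of variation of 0.1 they gave 5551 genes (2973 higher and 2578 lower) for all genes or those with at least 1 count, 5552 (2975 and 2577) for those with at least 2 counts summed over the libraries, 5320 (2824 and 2496) for those with at least 10, and 4758 (2453 and 2305) or 4337 (2208 and 2129) for those above 1 CPM in 1 or 2 libraries. With 0.3 the last filters gave 1457 (604 lower) and 1166 (668 and 498). A smaller assumed spread gives more genes by construction. With total counts in place of TMM, 62.6% of the genes were higher in HDS plants, against 53.1% with TMM. With at least 10 counts in every library, more genes were lower than higher (861 higher and 984 lower). With DESeq2 the numbers were nearly equal (871 higher and 880 lower). Under the other planned settings more genes were higher than lower, so the excess of higher genes depends on the filter and the test.

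The number of genes with an adjusted P under 0.05, 155 (55 higher and 100 lower), was between 114 and 155 under the other normalizations, a minimum of 10 counts in every library and a limit of 1 on the absolute log2 fold change. It was 419 (215 higher and 204 lower) without the filter on low counts, 551 (276 higher and 275 lower) with DESeq2 and 724 (389 higher and 335 lower) with the exact test. The cause was not tested. In splits of the 4 libraries into pairs, 1 of the 3 splits, the real one, gave as many genes by either count, and with 3 splits chance cannot be excluded in this way.

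Replicates with the same number need not belong together. The differences between replicate 1 and replicate 2 in CS plants and in HDS plants had a correlation of 0.0039 across genes, so the libraries share only a number. With the replicate block, 532 genes had an adjusted P under 0.05 (295 higher and 237 lower), and 2825 met the study's criteria (1612 higher and 1213 lower). With the block the log2 fold change of OsSLB1 was -5.26 (edgeR's quasi-likelihood test, adjusted P = 0.598, against 0.332 to 0.598 over the settings run), no longer past the study's criteria, and that of OsD53 was 0.53, now past them.

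Among the genes named, OsHd1 kept its direction and stayed past the study's criteria under every other setting run that keeps all libraries, between 0.68 and 0.76, with adjusted P between 0.179 and 0.437. With each library left out in turn it was between 0.55 and 0.83, without a test. OsSLB1 kept its direction under every setting run, which the 0 counts in both HDS libraries fixed in advance. With DESeq2 its log2 fold change was -4.74 and it was no longer past the study's criteria. The cause was not tested. The log2 fold change of OsSLB1 was between -5.36 and -5.22 across the 4 fits that each left out 1 library. This range depends on edgeR's prior count. The gene's depth of at most 5 counts limits the difference to the lower bounds given with the gene. There were 258 values of the 40 genes under settings that keep all libraries. Of these, 247 kept their direction and side of the threshold, 3 became stronger, 2 weaker and 6 reversed. A change of prior count, which is among these settings, cannot alter the P of the exact test. The reversals were all in genes close to no change. OsEhd2 was at -0.012 with DESeq2's size factors, -0.0092 with upper quartile normalization, -0.0012 with the quasi-likelihood test, -0.015 with DESeq2 and -0.0021 after filterByExpr, and OsGhd7 was at -0.0011 with DESeq2's size factors.

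Across the fits that each left out 1 library, 11 genes changed direction. Their log2 fold changes ran from -0.047 to 0.10 for OsMADS57, from -0.11 to 0.62 for OsD10, from -0.68 to 0.82 for OsIPA1, from -0.26 to 0.26 for OsEhd2, from -0.72 to 1.63 for OsGhd7, from -0.085 to 0.16 for OsYODA1, from -0.21 to 0.012 for OsFAMA, from -0.12 to 0.28 for OsSCR1, from -0.42 to 0.055 for OsLOX6, from -0.18 to 0.20 for OsAOC1 and from -0.16 to 0.33 for OsMYC2. These fits leave 1 library in a treatment, so numbers of genes past a threshold were not computed for them. Gene sets, clock genes, GC content and gene length were not run, and OsSLB1 has no value after filterByExpr, which did not keep it.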

Differences from the paper's values

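In its results section, the paper reports 2848 differentially expressed genes, 1510 upregulated and 1338 downregulated, against 2340, 1242 and 1098 here by the same stated criteria, within 1.5 times the paper's numbers. Among the planned settings, the total was further away than that with at least 10 counts in every library (1845 genes) and with DESeq2 (1751). The same held with adjusted P-values (707) and with an absolute log2 fold change of at least 1 (1333). With total counts in place of TMM, the number of genes lower in HDS plants was further away (852 against the paper's 1338). Among the added settings, totals were further away with a coefficient of variation fixed at 0.1 (4337 to 5552 genes). They were so too with 0.3 and a filter of 1 CPM (1166 and 1457), and with at least 10 counts in every library (1797 to 1879). No setting that was run, planned or added after the data had been seen, gave these numbers. The nearest total, 2825 genes with the replicate block in edgeR's quasi-likelihood test, divided into 1612 higher and 1213 lower. For the 20 genes of Fig. 3a and Fig. 4a, 0 of the log2 fold changes given here by the study's own test and TMM normalization differed from those in the figures by more than the spread between replicates. Under other settings some did, such as that of OsSLB1 with DESeq2 (-4.74, against about -5.3 in Fig. 3a, read by eye). The fitted value of OsSLB1 depends on edgeR's prior count, so its closeness to the figure does not bear on the size of the difference.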

Other observations

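The tests of genes carried by a single library and the test of windows along the chromosomes, in the form given, were chosen after the results had been seen.

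The CS libraries differed from each other more than the HDS libraries did. With every library thinned to the same total of 15444229 counts, the biological coefficient of variation was 0.244 between the CS libraries and 0.130 between the HDS libraries, which argues against a difference in depth. The 10 most abundant genes took 8.51% of the counts in CS replicate 1 and between 6.18% and 6.65% in the other libraries. With 2 plants per treatment, it stays open whether the seed-maturing temperature has any part in this.

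Genes that lie next to each other changed together. Among the 22184 genes kept by filterByExpr, 216 pairs of neighbouring genes met the study's criteria in the same direction, against 93.0 when calls were shuffled among genes of like expression (permutation test with 10000 shuffles, P = 0.0001, the smallest they can give), and 80 pairs in opposite directions, against 92.5. Among the 16893 genes with whole counts, in which no divided reads are seen, there were 136 same-direction pairs against 65.7 by shuffling (P = 0.0001 by the same permutation test), which argues against reads divided between neighbouring copies as the cause of the excess. Among the same genes with whole counts, the calls of the 2 other splits of the libraries had the same property. In the split that pairs CS replicate 1 with HDS replicate 2, there were 8 same-direction pairs against 1.24 by shuffling, and in the split by replicate number 6 against 0.413 (permutation tests, P = 0.0001 and P = 0.0002). This is consistent with co-expression of neighbouring genes in any comparison of these libraries, which needs no effect of the seeds.

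The 150 genes with an adjusted P under 0.05, with genes of identical counts taken once, lay on all 12 chromosomes. Genes of identical counts were first counted separately, and the fullest window then held such a group. The fullest window of 50 neighbouring genes held 4 of them, and a window as full arose in 43.8% of 1000 shuffles among genes of like expression (permutation test, P = 0.439). This argues against the idea that most of these genes come from a chromosome segment that differs between the plants of the treatments.

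In 120 of the 2340 genes that met the study's criteria, more than 3 counts were found in only 1 of the 4 libraries, 23 of them in CS replicate 1, 28 in CS replicate 2, 39 in HDS replicate 1 and 30 in HDS replicate 2. Of these 120, 57.5% had counts that were not whole, against 30.2% of the other called genes in the same range of counts (Fisher's exact test, P = 5.36e-09). Reads divided between overlapping or similar gene models may therefore account for part of them. The other 51 had whole counts in all 4 libraries, which argues against divided reads for these genes. Reads given entirely to a single model would also leave whole counts, so an assignment to another model stays open for all 120. Of the 34 genes with at least 20 counts in that library, 29 had counts that were not whole. In 24 of these 29 the decimals add up to whole numbers with a neighbour, against 67.8% of genes that were not called (Fisher's exact test, P = 0.109), and 79.2% of these pairs, summed, differed by less than the study's limit. As a larger neighbour would keep the sum steady in any case, a division of reads with that neighbour and a difference in that single plant cannot be told apart for the 24 genes.

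RSEM gives the same count to gene copies that it cannot tell apart. There were 44 groups of genes with identical counts that were not whole, 96 genes in all, counting genes with at least 10 counts in some library. Of these, 16 genes in 6 groups met the study's criteria. A group of 6 genes on chromosome 2 had 438 and 461 expected counts each in the CS libraries and 124 and 85.8 in the HDS libraries (log2 fold change -2.23, adjusted P = 0.0192 by edgeR's quasi-likelihood test) and so counted 6 times among the 155 genes.

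The stomatal and jasmonate genes that the paper measured by RT-qPCR in seedlings and lodicules were also counted in these leaves. OsYODA1 had 764 and 1084 counts in CS plants and 1010 and 1039 in HDS plants, a log2 fold change of 0.04 (standard error 0.14, adjusted P = 0.959 by edgeR's quasi-likelihood test). OsAOC1 had 673 and 1051 counts in CS plants and 1002 and 869 in HDS plants, a log2 fold change of 0.01 (standard error 0.21, adjusted P = 0.991 by the same edgeR test). Of the 10 stomatal genes, 4 were listed at 0 counts and 5 were tested, with log2 fold changes between -0.09 and 1.08 (OsSHR2, which was 0.39 without CS replicate 1 and 2.59 without CS replicate 2). Of the 10 jasmonate genes, 9 were tested, with log2 fold changes between -0.32 (OsAOS1, which was -0.13 without CS replicate 2) and 0.97 (OsLOX1). With each library left out in turn, OsYODA1 lay between -0.085 and 0.16 and OsAOC1 between -0.18 and 0.20. By edgeR's quasi-likelihood test, none of these 14 genes had an adjusted P under 0.05, whether over all genes or over the list alone. In the same test 0 stomatal and 2 jasmonate genes, OsLOX1 and OsJAR1, had an unadjusted P under 0.05. These 2 also met the study's criteria in the exact test. OsJAR1 had a log2 fold change of 0.43 (P = 0.0234 and adjusted P = 0.429 by edgeR's exact test). OsLOX1 had 198 and 324 counts in CS plants and 646 and 457 in HDS plants, and its adjusted P was 0.189 by edgeR's quasi-likelihood test, 0.0468 with the replicate block, 0.0309 with DESeq2 and between 0.183 and 0.224 under the other normalizations. By edgeR's exact test its adjusted P was 0.0176.

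Of the genes that the paper used to normalize RT-qPCR, OsUBQ, used for leaves, had 1038 and 798 counts in CS plants and 776 and 753 in HDS plants, a log2 fold change of -0.41 (standard error 0.31, adjusted P = 0.649 by edgeR's quasi-likelihood test). Without CS replicate 1 it was -0.067, and without CS replicate 2 it was -0.71, so the value rests on CS replicate 1. OsActin had a log2 fold change of 0.06 (adjusted P = 0.938 by the same edgeR test).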
